# A bio-functional polymer that prevents retinal scarring through modulation of NRF2 signalling pathway

**DOI:** 10.1038/s41467-022-30474-6

**Published:** 2022-05-19

**Authors:** Bhav Harshad Parikh, Zengping Liu, Paul Blakeley, Qianyu Lin, Malay Singh, Jun Yi Ong, Kim Han Ho, Joel Weijia Lai, Hanumakumar Bogireddi, Kim Chi Tran, Jason Y. C. Lim, Kun Xue, Abdurrahmaan Al-Mubaarak, Binxia Yang, Sowmiya R, Kakkad Regha, Daniel Soo Lin Wong, Queenie Shu Woon Tan, Zhongxing Zhang, Anand D. Jeyasekharan, Veluchamy Amutha Barathi, Weimiao Yu, Kang Hao Cheong, Timothy A. Blenkinsop, Walter Hunziker, Gopal Lingam, Xian Jun Loh, Xinyi Su

**Keywords:** Biomaterials, Translational research, Transcriptomics, Nanomedicine, Biomedical engineering

## Abstract

One common cause of vision loss after retinal detachment surgery is the formation of proliferative and contractile fibrocellular membranes. This aberrant wound healing process is mediated by epithelial-mesenchymal transition (EMT) and hyper-proliferation of retinal pigment epithelial (RPE) cells. Current treatment relies primarily on surgical removal of these membranes. Here, we demonstrate that a bio-functional polymer by itself is able to prevent retinal scarring in an experimental rabbit model of proliferative vitreoretinopathy. This is mediated primarily via clathrin-dependent internalisation of polymeric micelles, downstream suppression of canonical EMT transcription factors, reduction of RPE cell hyper-proliferation and migration. Nuclear factor erythroid 2–related factor 2 signalling pathway was identified in a genome-wide transcriptomic profiling as a key sensor and effector. This study highlights the potential of using synthetic bio-functional polymer to modulate RPE cellular behaviour and offers a potential therapy for retinal scarring prevention.

## Abstract (web summary)

One common cause of vision loss after retinal detachment surgery is retinal scarring. Here the authors demonstrate that a bio-functional polymer can prevent retinal scarring by suppression of epithelial-mesenchymal transition and hyper-proliferation of retinal pigment epithelial cells.

## Introduction

Aberrant wound healing, which leads to irreversible fibrosis, underpins many pathological diseases. In the eye, this manifests as proliferative vitreoretinopathy (PVR), a major cause of poor vision due to failed retinal detachment (RD) surgery^1,2^. PVR occurs due to proliferative and contractile fibrocellular scar membranes that form either in the vitreous or surrounding the retina. Formation of these fibrocellular membranous tissues, termed epiretinal membranes (ERMs) or subretinal membranes (SRMs), are driven primarily by retinal pigment epithelial (RPE) cells that have undergone epithelial-mesenchymal transition (EMT)^3^. These transformed RPE cells may acquire a migratory phenotype and form myofibroblast-like cells with contractile properties^4,5^, resulting in recurrent tractional RDs. Clinically, PVR is a challenging complication to manage that requires complex surgical removal, with guarded prognosis for visual recovery^6,7^.

PVR has a complex pathogenesis involving multiple pathways, including inflammation, fibrosis, and EMT^4^. Numerous cytokines such as tumour necrosis factor alpha (TNF-α), transforming growth factor beta (TGF-β), interleukin-6 (IL-6) are known to regulate pro-inflammatory and pro-fibrogenic responses in the eye^8^. In addition, transcription factors from the Snail and Twist family, but not the Nuclear factor erythroid 2-related factor 2 (NRF2) pathway, have traditionally been described to play a role in EMT within the eye^3,9^. Although many treatments targeting these pathways have been explored, there is no effective pharmacologic agent to date for the prevention or reversal of PVR^10,11^. Therein lies an unmet clinical need, to develop an approach for the prevention and treatment of PVR, and more broadly other types of aberrant wound healing.

Synthetic polymeric hydrogels are a class of biomaterials that are often used in various biomedical applications, because of their tunable and versatile physicochemical properties^12–14^. They can exist in various states when composed of amphiphilic blocks^11^. At low concentrations in aqueous solutions, amphiphilic polymers have the ability to spontaneously self-assemble into polymeric micelles once above their critical micelle concentration (CMC)^15–19^. Polymeric micelles have been widely used as drug delivery vehicles for various therapeutics due to their unique properties^20^. These include biocompatibility, bioavailability, drug loading capacities, large solubilisation capacity, and prolonged circulation time in vivo^21–24^. Beyond their function as mere physical drug carriers, artificially engineered polymeric materials have recently been shown to influence material-cell interactions just by tuning their physiochemical properties^25^. This includes the potential to influence cellular behaviour such as apoptosis, proliferation, and migration^26–28^. However, little is known about the underlying molecular mechanisms governing this cellular phenomenon, nor has it been harnessed for therapeutic applications.

In this study, we investigated if a particular multiblock thermo-responsive polymer, comprising poly(ethylene glycol) (PEG), poly(propylene glycol) (PPG), and poly(ε-caprolactone) (PCL), termed poly(CEP), is able to prevent aberrant wound healing in the eye. We demonstrate that the polymeric material itself is able to inhibit retinal scarring both in an in vivo experimental PVR rabbit model, as well as an in vitro induced RPE contraction model. This is mediated via the intracellular uptake of poly(CEP), leading to the activation of the NRF2 signalling pathway in RPE cells.

## Results

### Poly(CEP) prevents retinal scarring and contraction in rabbit experimental model of PVR

Poly(CEP) was synthesised and characterised as described (Supplementary Fig. 1 and Supplementary Table 1)^19,29^. A surgically induced experimental rabbit model of PVR was established to test the in vivo efficacy of poly(CEP) in preventing retinal scarring (Supplementary Movie 1). In this experimental PVR rabbit model, intravitreal co-injection of immortalised RPE cells (ARPE-19 cell line) and rabbit blood (Supplementary Fig. 2a) was performed, after core vitrectomy and induction of RD. Injection of RPE cells and blood has been reported to potentiate intraocular scarring through the formation of contractile fibrocellular membranes^30^. PVR severity in all experimental rabbits was graded (Supplementary Table 2). When air alone was injected to serve as a temporary vitreous tamponade (*n* = 5), retinal contraction and in-folding were observed at day 2 by infrared reflectance (IR) and spectral domain-optical coherence tomography (SD-OCT) imaging (Supplementary Fig. 2b). This progressed to RD by day 10 in all 5 cases (PVR grading of 5), whereby the detached retina was seen in the colour fundus and IR images (white arrows, Fig. 1a), and confirmed on SD-OCT. In eyes filled with 20% sulphur hexafluoride (SF_6_, *n* = 5), a gas that is routinely used in the clinic as short-term vitreous tamponade^31^, presence of ERMs with focal retinal traction (PVR grading of 2) was observed in 4 of 5 cases, with RD and contracted retina (PVR grading of 5) observed in the fifth case at 2 months. This is in contrast to 10 wt% poly(CEP)-filled eyes (*n* = 8), whereby the preservation of retinal structure on SD-OCT, and absence of ERM (PVR grading of 1) was observed in 7 of 8 cases, and PVR grading 2 was observed in the eighth case. In all 8 cases, the retinotomies healed and retina remained attached for up to 2 months post-surgery (Supplementary Fig. 2c–e). Taken together, these findings suggested poly(CEP)’s superiority in preventing PVR.

**Fig. 1:**
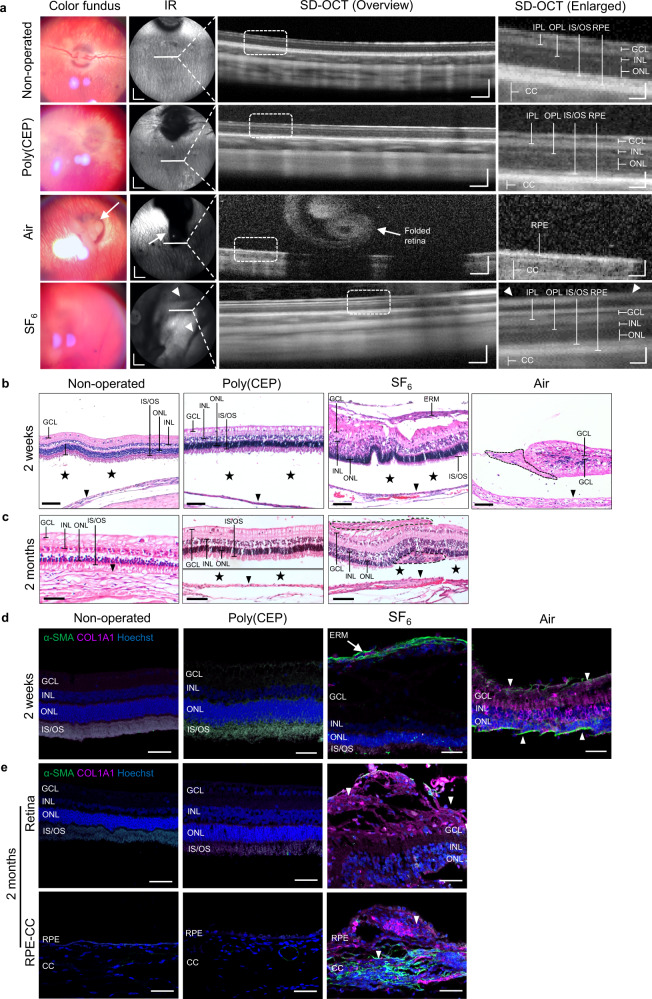
Poly(CEP) prevents scarring and retinal detachment in an experimental rabbit model of PVR. **a** Representative ophthalmic images of rabbit posterior eye segments from non-operated (*n* = 5), poly(CEP)- (*n* = 8) and SF_6_-filled (*n* = 5) eyes at day 14 post-surgery, and air-filled eye (*n* = 5) (experimental PVR model) at day 10 post-surgery. *Colour fundus panel*: Both non-operated and poly(CEP)-filled eyes showed a normal clear fundus with attached retina. SF_6_-injected eye showed a hazy fundus with blurred view of vessels. Air-filled eye showed a completely detached retina (white arrow). *IR panel*: Both non-operated and poly(CEP)-filled eye displayed normal posterior segment. SF_6_-injected eye showed fibrotic scar membranes indicated by the streaks of dark shadows (white arrowheads). Air-filled eye showed a dark shadow (white arrow) that was caused by the detached retina. Scale bar, 2 mm. *SD-OCT (overview) panel*: All groups except air-filled showed attached retina. Scale bar, 200 µm. *SD-OCT (Enlarged from dotted box) panel*: Both non-operated and poly(CEP)-filled eyes displayed normal stratified retinal layers. SF_6_-injected eye showed presence of scar membrane (white arrowhead). Air-filled eye showed a completely detached retina. Scale bar, 50 µm. **b** Histopathological characterisation of enucleated rabbit retinas from all four groups at time points mentioned in (**a**). Retina from non-operated (*n* = 3) and poly(CEP)-filled eye (*n* = 4) looked morphologically similar with the presence of distinct and organised retinal layers and a continuous monolayered RPE (black arrowheads). SF_6_-injected eye (*n* = 2) showed ERM causing retinal traction. Air-filled eye (*n* = 2) showed a folded retina with disorganised retinal layers and a scar membrane (black dotted outline). The native RPE was multi-layered. **c** Histology of retinas at 2 months post-surgery showed that poly(CEP)-filled eye (*n* = 4) maintained retinal layer organisation seen in the non-operated eye. Retina of SF_6_-filled eye (*n* = 3) had presence of ERM and SRM (black dotted outlines). For both **b**, **c** artefactual tissue separation was observed due to sample processing (black stars). Scale bar, 100 µm. **d** Retinal cross sections from all groups at 2 weeks post-surgery were immunostained with fibrosis markers, α-SMA, and COL1A1. Non-operated and poly(CEP)-filled eyes (*n* = 4) showed minimal staining of all markers throughout all retinal layers. SF_6_-filled eyes (*n* = 2) showed intense staining of both α-SMA and COL1A1 in both the pre-retinal fibrotic membrane (white arrow). Air-filled eyes (*n* = 2) had significant intra-retinal upregulation of COL1A1 with co-localisation of α-SMA at the epiretinal and outer retinal layers (white arrowheads). **e** Retinal sections from poly(CEP)- (*n* = 4) and SF_6_-filled (*n* = 3) eyes at 2 months post-surgery were immunostained with α-SMA and COL1A1. Both poly(CEP)-filled and non-operated eyes (*n* = 3) had minimal α-SMA and COL1A1 staining, unlike SF_6_-filled eyes which had positive staining both at the epiretinal (top retina panel) and subretinal zones (bottom RPE-CC panel). Nuclei was stained in blue with Hoechst stain. Scale bar for **d**, **e**, 50 µm. CC = Choriocapillaris. ERM = epiretinal membrane. GCL = ganglion cell layer. INL = inner nuclear layer. IPL = inner plexiform layer. IS/OS = photoreceptor inner/outer segments. ONL = outer nuclear layer. OPL = outer plexiform layer. PVR = proliferative vitreoretinopathy. RPE = retinal pigment epithelium. SRM = subretinal membrane.

To ascertain if poly(CEP) is able to prevent both epiretinal and subretinal scarring in the rabbit retina, ex vivo haematoxylin and eosin (H&E) staining was performed at 2 weeks and 2 months post-surgery (Fig. 1b, c). Normal rabbit retinal structure with an intact underlying RPE was observed in all eyes filled with poly(CEP) only (without induction of PVR, *n* = 5 at 2 months, Supplementary Fig. 3), similar to non-operated control eyes (*n* = 5). In air-filled eyes (*n* = 5) which developed RD and contracted retina in all 5 cases, only a representative area with a partially attached retina is shown (Case #5). Here, the retina was self-folded and lacked distinct retinal layers. Multi-layered scar tissue was also observed subretinally, suggesting possible hyper-proliferation and fibrosis. In experimental PVR rabbit eyes filled with poly(CEP) (*n* = 8), a normal retinal structure was observed for up to 2 months post-surgery, comparable to the non-operated control eyes. Most cases did not develop ERMs (6 of 8), and none developed SRMs. This is in contrast with SF_6_-filled eyes (*n* = 5), whereby ERMs and SRMs were observed in 4 of 5 cases, leading to localised retinal traction and retinal distortion, both of which are known to precede PVR.

The presence of ERMs and SRMs was further characterised by immunofluorescence (IF) microscopy to visualise Alpha Smooth Muscle Actin (α-SMA) and Collagen Type I Alpha 1 Chain (COL1A1) (Fig. 1d, e), key fibrosis markers known to be highly expressed in membranes dissected from PVR patients^32^. In the non-operated eyes (*n* = 5), the retinal structure was well-maintained, with the absence of fibrotic markers. In the air-filled eyes (*n* = 2) at 2 weeks post-surgery, α-SMA and COL1A1 expression were present at both epiretinal and subretinal zones, indicative of severe fibrosis and presence of ERMs and SRMs. Furthermore, COL1A1 upregulation was observed intra-retinally, confirming the fibrotic response in the experimental PVR model^33^. In contrast, both markers were absent in the epi-, intra-, and subretinal zones of 10 wt% poly(CEP)-filled eyes at both 2 weeks (4 of 4 cases) and 2 months (4 of 4 cases). Consistent with the H&E findings, there was intense α-SMA and COL1A1 expression in both the epi-retinal and sub-retinal membranes of SF_6_-filled eyes (3 of 3 cases) at 2 months. This suggests that 10 wt% poly(CEP) was able to prevent the formation of aberrant epi- and subretinal fibrosis in a rabbit experimental model of PVR.

### Poly(CEP) hydrogel sheds polymeric micelles that are endocytosed by RPE cells

Poly(CEP) undergoes reversible phase changes, from unimers to polymeric micelles as the concentration increases and from a solution to gel state as the temperature increases (Supplementary Fig. 4a). Poly(CEP) in the gel state, when injected into the vitreous cavity, primarily biodegrades via surface erosion and shedding of its component micelles over a period of 3 months, before it fully biodegrades via partial hydrolysis of ester bonds with PCL segments into its oligomers^14,29,34^. We hypothesised that micelles, shed from poly(CEP) hydrogel during in vivo biodegradation, may influence the biological function of both the injected ARPE-19 cells and native rabbit RPE, thereby preventing an aberrant fibrotic response and retinal scarring. Before testing this hypothesis, the CMC of poly(CEP) at body temperature (37 °C) in basal cell culture medium was determined to be 0.03 wt% (Supplementary Fig. 4b, c). Micellar size at various concentrations was quantified using dynamic light scattering. The average micelle size did not vary significantly between the lowest (0.05 wt%) and highest (1 wt%) concentrations measured (at 0.05 wt%: 153.20 ± 3.96 nm; at 1 wt%: 154.43 ± 14.11 nm) (Supplementary Fig. 4d). Poly(CEP) micelles have also been shown using small-angle X-ray scattering (SAXS) to undergo dynamic shape and morphological changes from spherical to cylindrical-shaped upon temperature changes^35^.

To understand the underlying mechanism through which poly(CEP) micelles were able to prevent retinal scarring, we studied its interaction with human embryonic stem cell-derived RPE (ES-RPE) cells that closely resemble native human RPE cells^36^. To enable live in vitro intracellular tracking, ES-RPE cells were cultured and exposed to poly(CEP) conjugated with a fluorescein derivative (F-poly(CEP))^37^. ES-RPE cells were exposed to poly(CEP) micelles at concentrations below CMC (0.001 and 0.01 wt%) and above CMC (0.1, 0.5, and 1 wt%) for 4 h, and fluorescence from internalised poly(CEP) was detected by flow cytometry. There was a concentration-dependent increase in the mean fluorescence intensity (MFI) with a peak at 1 wt% (Fig. 2a), indicating that the intracellular uptake of poly(CEP) increases at higher concentration of poly(CEP) micelles.

**Fig. 2:**
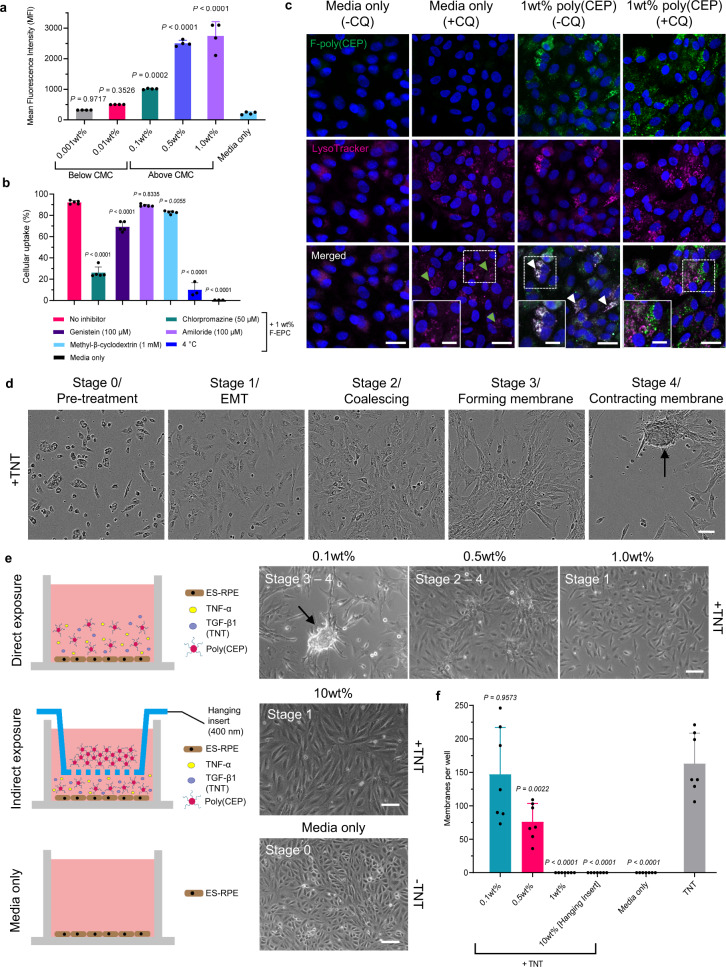
Intracellular uptake of poly(CEP) micelles in RPE cells prevent scar membrane formation. **a** Mean fluorescence intensity (MFI) plot showed a significant increase in cellular uptake of fluorescein-conjugated poly(CEP) (F-poly(CEP)) at concentrations above the critical micelle concentration (CMC) (0.1, 0.5, and 1 wt%) when compared to media only at 4 h post-exposure. Data represents mean ± s.d. of four replicates. **b** Effect of different endocytosis inhibitors on cellular uptake (%) of 1 wt% F-poly(CEP). The greatest decrease in internalised F-poly(CEP) was observed after exposure to chlorpromazine, a clathrin-mediated endocytosis inhibitor. Minimal internalisation was observed when cells were kept on ice (4 °C). Data represents mean ± s.d. of three replicates for 4 °C and media only, and seven replicates for the remaining groups. **c** Intracellular uptake of 1 wt% F-poly(CEP) and its co-localisation with lysosome (marked using LysoTracker) was determined by immunofluorescence (IF) in the presence or absence of chloroquine (CQ), a lysosomotropic agent that prevents endosome to lysosome fusion. Addition of CQ increased punctate staining of LysoTracker (green arrows). 1 wt% F-poly(CEP) with LysoTracker showed the presence of internalised micelles co-localising with lysosomes (white arrows). However, the addition of CQ disrupted this co-localisation. Nuclei was stained in blue with Hoechst stain. Inset shows enlarged image from dotted box. Scale bar, main panel: 20 µm, inset: 10 µm. A representative image is shown from three independent experiments conducted. **d** Establishment of TNF-α and TGF-β1 (TNT) in vitro RPE cell contraction model of PVR. Time-lapsed phase contrast image frames over period of 72 h highlighting four progressive stages of RPE transformation after treatment with TNT. Black arrow points to scar membrane. Scale bar, 50 µm. **e** Poly(CEP) was exposed directly or indirectly to RPE cells as shown in the schematic. Indirect exposure of 10 wt% poly(CEP) prevented the progression of RPE cells beyond stage 1. Direct exposure of 1 wt% poly(CEP) prevented the progression of RPE cells beyond stage 1 in a concentration-dependent manner. Black arrow points to membrane. Scale bar, 100 µm. A representative image is shown from at least three independent experiments conducted. **f** The number of membranes per well for all groups in (**e**) were manually quantified. There was a significant but partial inhibition on membrane formation in 0.5 wt% poly(CEP) + TNT and complete prevention in both 1 wt% poly(CEP) + TNT and 10 wt% poly(CEP) + TNT. Data represents mean ± s.d. of seven replicates. Gating strategy for **a**, **b** is shown in Supplementary Fig. 11a, b, respectively. Statistical analyses for **a**, **b**, and **f** were performed using one-way ANOVA, followed by Tukey’s honest significance difference (HSD) *post-hoc* test.

Next, we studied the route by which F-poly(CEP) was internalised into RPE cells. Minimal uptake of 1 wt% F-poly(CEP) into ES-RPE cells (10.03 ± 6.70%, *P* < 0.0001) was observed at 4 °C when compared to uptake at 37 °C (92.24 ± 1.63%) (Fig. 2b). This confirmed that F-poly(CEP) was internalised into RPE cells by an active, energy-dependent uptake mechanism, rather than simple adhesion of micelles to the cell surface. To ascertain that F-poly(CEP) was taken up by endocytosis and to identify the endocytic pathway involved, inhibitors of clathrin-mediated endocytosis (chlorpromazine), caveolae-mediated endocytosis (genistein), micropinocytosis (amiloride) and lipid raft-dependent internalisation (methyl-β cyclodextrin)^38,39^ were used. Chlorpromazine inhibited cellular uptake the most with the lowest residual internalisation (26.22 ± 5.20%, *P* < 0.0001), followed by Genistein (69.26 ± 4.55%, *P* < 0.0001), suggesting that clathrin-mediated endocytosis was the predominant pathway for poly(CEP) internalisation. Post-internalisation trafficking was next analysed by exposing RPE cells to 1 wt% F-poly(CEP) in the presence of either LysoTracker (a marker for lysosomes), or Chloroquine (a lysosomotropic agent)^40^ that inhibits lysosome function by increasing intra-lysosomal pH, and causes lysosome accumulation (Fig. 2c). 1 wt% F-poly(CEP) co-localised with LysoTracker at 24 h indicating its accumulation in lysosomes. This was prevented by the addition of chloroquine, consistent with endo-lysosomal trafficking of internalised poly(CEP) micelles in RPE cells.

### Internalised poly(CEP) micelles prevent contractile membrane formation in vitro

To understand how the internalised poly(CEP) micelles were able to prevent scarring in vivo, we adopted a TNF-α and TGF-β1 (TNT)-induced RPE contraction model of PVR^41,42^. TNT treated RPE cells underwent EMT in four distinct stages to form contractile fibrocellular membranes over a 72 h period (Fig. 2d and Supplementary Movie 2). First, RPE cells acquired a mesenchymal-like appearance (Stage 1), followed by coalescing of the cells (Stage 2) to form ERM-like membranes (Stage 3), which then progressed to a contractile membrane (Stage 4) before eventually lifting off the tissue culture plate.

To recapitulate the in vivo scenario whereby 10 wt% poly(CEP) hydrogel was injected into the vitreous cavity, 10 wt% poly(CEP) was placed into the upper chamber of a dual chambered tissue culture system, separated by a porous polyester filter (pore size of 400 nm) (Supplementary Fig. 5a). The 400 nm pore size ensured that only individual polymeric micelles (size range: 139–154 nm), but not large micelle aggregates, diffuse from the upper to the lower chamber. This was further supported by a dye solubilisation assay experiment, whereby significant micelle shedding through surface erosion was confirmed at 48 h with a continuous increase until 96 h (Supplementary Fig. 5b–d).

In this indirect exposure assay, micellar poly(CEP) was able to prevent the formation of contractile membranes and ES-RPE cells remained in Stage 1 (Fig. 2e). To further confirm that this phenomenon was due to intracellular uptake of poly(CEP), ES-RPE cells were directly exposed to three concentrations of poly(CEP) (0.1, 0.5, and 1 wt%), concentrations at which micelles are known to form and be internalised by cells (Fig. 2a). We observed a concentration-dependent suppression of membrane formation. Partial inhibition of membrane formation occurred at 0.5 wt% (76.14 ± 27.41 membranes, *P* = 0.0022) and was completely inhibited at 1 wt% poly(CEP) + TNT (Fig. 2f and Supplementary Movie 3). This was consistent with previous findings showing that maximum internalisation of micelles was observed at 1 wt%, and confirmed that the anti-scarring effects were conferred by the micellar form of poly(CEP).

### Effect of poly(CEP) micelles on RPE cell proliferation and migration

Hyper-proliferation contributes to retinal scar tissue formation^43^. Therefore, we studied the effect of poly(CEP) micelles on cell proliferation, by monitoring the expression of the proliferation marker Ki67^44^ in RPE cells at three different concentrations of poly(CEP) (0.1, 0.5, and 1 wt%) using both the TNT-induced in vitro model of PVR (Fig. 3a) and exposure to poly(CEP) alone (Fig. 3b). The number of Ki67 positive nuclei in TNT-treated ES-RPE cells were reduced in the presence of 1 wt% poly(CEP), and this correlated with the absence of contractile membrane formation. Similarly, in the presence of poly(CEP) alone, a significant decrease in the mean fraction of Ki67 positive nuclei was seen in RPE cells exposed to 0.5 wt% (21.14 ± 4.41%, *P* = 0.002) and 1 wt% (19.39 ± 2.75%, *P* = 0.0005) poly(CEP) compared to media only control (35.78 ± 3.57) (Fig. 3c). Cell proliferation was also monitored using a growth curve, by measuring the change in mean confluence (% area occupied) over time (Fig. 3d). Consistent with the Ki67 data, both 0.5 and 1 wt% poly(CEP) alone were able to suppress RPE cell proliferation. Furthermore, lactate dehydrogenase (LDH) assays were performed to confirm that poly(CEP) at all concentrations (below and above CMC) was not cytotoxic to ES-RPE cells (Fig. 3e). Taken together, poly(CEP) was able to suppress proliferation both in the presence and absence of TNT in a concentration-dependent manner (i.e., above the CMC whereby micelles are formed) indicating that this is a micelle-specific phenomenon.

**Fig. 3:**
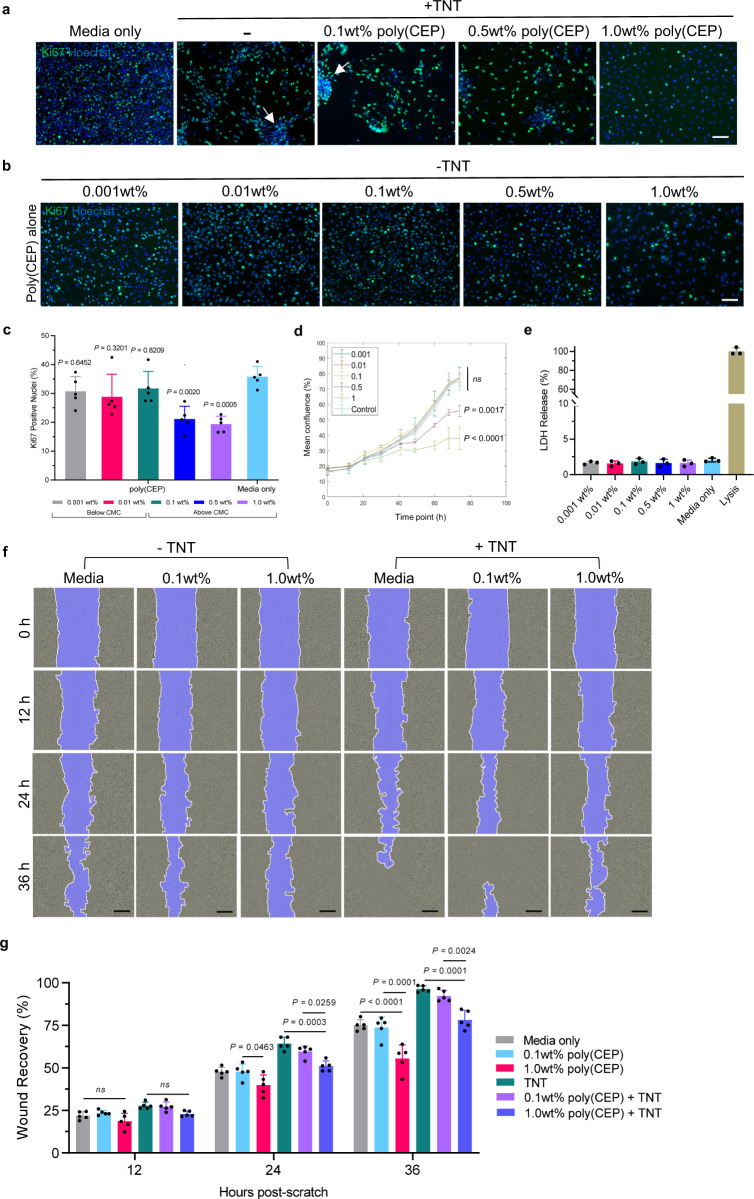
Poly(CEP) suppresses RPE cell proliferation and migration in a concentration-dependent manner. **a** Proliferation in RPE cells exposed to poly(CEP) micelles at 0.1, 0.5, and 1 wt% with TNT were ascertained by Ki67 IF. Only 1 wt% poly(CEP) visibly reduced the number of Ki67 positive nuclei. Membranes are indicated by white arrows. **b** Proliferation of RPE cells exposed to five concentrations (below CMC: 0.001 and 0.01 wt%; above CMC: 0.1, 0.5, and 1 wt%) of poly(CEP) without TNT were immunostained with Ki67. Nuclei was stained in blue with Hoechst stain. Scale bar for **a**, **b**, 100 µm. **c** All five concentrations in (**b**) and media only control from (**a**) were quantified for co-localisation of Ki67 with nuclei (using Hoechst stain). This co-localisation was plotted as the Ki67 positive nuclei (%) indicating actively proliferating cells at the endpoint of 72 h. Only poly(CEP) ≥ 0.5 wt% showed significant inhibition of proliferation compared to media only control. Data represents mean ± s.d. of five replicates. **d** Cell proliferation was monitored by plotting a curve using the mean area confluence (%) of cells imaged at regular intervals (10–12 h) exposed to five concentrations of poly(CEP) alone. Only poly(CEP) at ≥ 0.5 wt% showed significant suppression of proliferation compared to control (Media only). Data represents mean ± s.d. of three replicates. **e** Cytocompatibility of poly(CEP) at the same concentrations was studied using cytotoxicity lactate dehydrogenase (LDH) assay. LDH release (%) was negligible at all concentrations of poly(CEP) and media only control. Lysis buffer (provided by the manufacturer) was used as a positive control. Data represents mean ± s.d. of three replicates. **f** Scratch-wound healing assay was conducted to study RPE cell migration. Cells were exposed to two concentrations of poly(CEP) (0.1 and 1 wt%), with or without TNT. Phase contrast images of all groups were captured at four time points (0, 12, 24, and 36 h) with scratch-wound mask in blue. Scale bar, 300 µm. **g** Wound recovery (%) was quantified at three time-points (12, 24, and 36 h) post-scratch. Only poly(CEP) at 1 wt% displayed significant attenuation of migration compared to media only control at the endpoint of 36 h. This attenuation was also observed for 1 wt% poly(CEP) + TNT compared to TNT. Data represents mean ± s.d. of five replicates. Statistical analyses were performed for **c**–**e** and **g** using one-way ANOVA, followed by Tukey’s honest significance difference (HSD) post hoc test. *ns*, not significant.

Migration of RPE cells to the epiretinal surface is a key step in ERM formation and PVR^45^. To determine if poly(CEP) suppresses ES-RPE cell migration, two concentrations of poly(CEP) (above its CMC; 0.1 and 1 wt%) were used, either in the presence or absence of TNT. Phase contrast images were taken at 12 h intervals up to 36 h (Fig. 3f) and wound closure was quantitated based on the remaining cell-free area at the different time points as a proxy for rates of cell migration (Fig. 3g). Attenuation of cell migration by poly(CEP) was observed only for the 1 wt% poly(CEP) alone group at 36 h (55.56 ± 7.86%, *P* < 0.0001), but not for 0.1 wt% poly(CEP) (73.72 ± 6.19%, *ns*), compared to media only control (75.06 ± 3.21%). Similarly, RPE cell migration was reduced only in the 1 wt% poly(CEP) + TNT group (78.22 ± 5.45%, *P* = 0.0001) but not in the 0.1 wt% poly(CEP) (92.33 ± 3.30%, *ns*) group, compared to TNT controls (96.37 ± 1.83%). This indicates that as expected ES-RPE migration was suppressed only at 1 wt% poly(CEP).

### Poly(CEP) suppresses EMT-related transcription factors

In the TNT-induced RPE contraction model of PVR, 1 wt% poly(CEP) exposed cells appeared to adopt a mesenchymal-like morphology (stage 1), but did not progress to stages 2, 3, and 4 (Fig. 2e), suggesting incomplete EMT. Therefore, we investigated if intracellular uptake of poly(CEP) micelles suppressed gene expression of EMT-mediating transcription factors. Reverse transcription-quantitative polymerase chain reaction (RT-qPCR) and IF microscopy were performed for key EMT transcription factors and their downstream targets. ES-RPE cells treated with 1 wt% poly(CEP) + TNT lost their epithelial identity as shown by discontinuous cell borders demarcated by TJP1 (ZO-1) staining, a reduction in CDH1 (E-Cadherin) staining, and the loss of nuclear OTX2 labelling (Fig. 4a). Consistent with this, mRNA expression levels for key epithelial genes such as *Rpe65, Otx2*, *Tjp1,* and *Cdh1* were reduced by both TNT and 1 wt% poly(CEP) + TNT, indicating a partial loss of the epithelial phenotype (Supplementary Fig. 6).

**Fig. 4:**
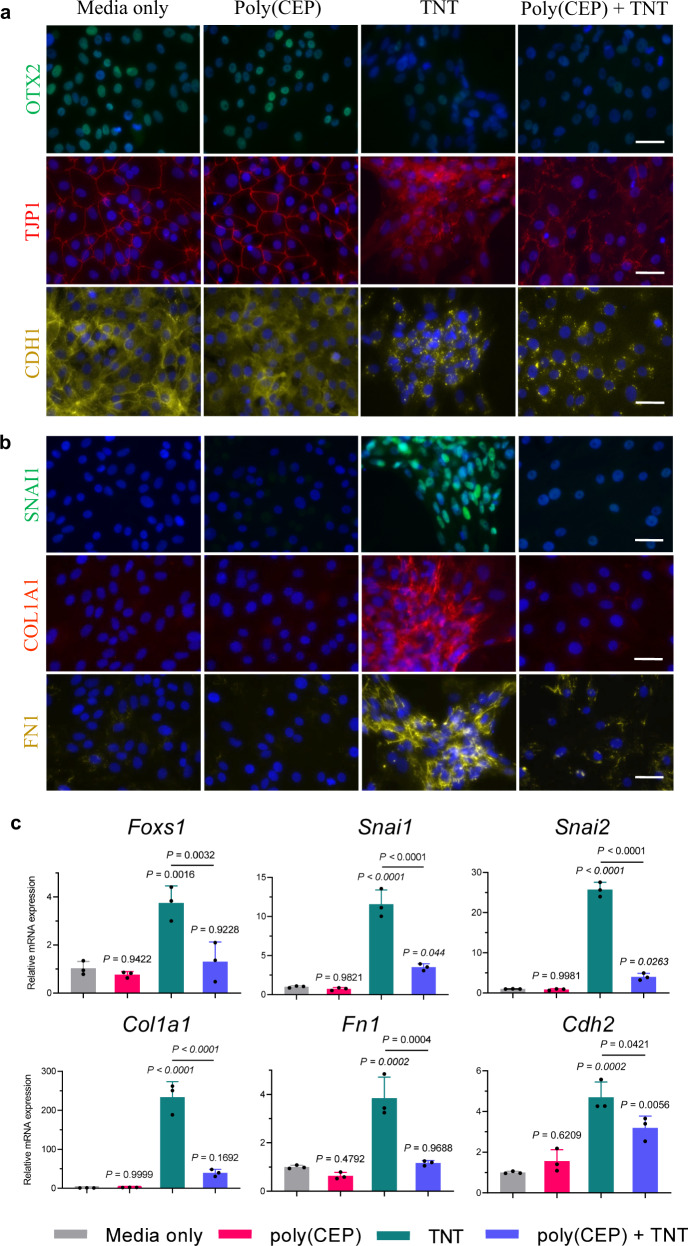
Poly(CEP) at 1 wt% impairs EMT to inhibit membrane formation. **a** RPE cells treated with TNT with or without poly(CEP) for 72 h were immunostained with RPE-specific transcription factor: OTX2, and cell junctional complex proteins: TJP1 (ZO-1) and CDH1 (E-Cadherin). Mislocalisation of CDH1, TJP1, and reduction of OTX2 observed in the presence of TNT, was partially reversed for TJP1 in the presence of 1 wt% poly(CEP). **b** Immunostaining with EMT transcription factor (TF): SNAI1 (Snail), and ECM proteins: COL1A1 and FN1 (Fibronectin) showed upregulation with TNT. 1 wt% poly(CEP) + TNT protected the cells against this upregulation. Nuclei was stained blue with Hoechst stain. Scale bar for **a**, **b**, 20 µm. A representative image is shown for **a**, **b** from three independent experiments conducted. **c** EMT TFs (*Foxs1*, *Snai1,* and *Snai2*) and key downstream mesenchymal genes (*Col1a1*, *Fn1,* and *Cdh2)* were quantified by quantitative PCR (qPCR). TNT induced upregulation of EMT TF was inhibited in the presence of 1 wt% poly(CEP). Data represents mean ± s.d. of three replicates for RT-qPCR. Statistical analysis was calculated using one-way ANOVA, followed by Tukey’s honest significance difference (HSD) post hoc test. *ns*, not significant.

ES-RPE cells treated with 1 wt% poly(CEP) + TNT had reduced expression of the EMT master regulator SNAI1 (Snail), and downstream mesenchymal proteins, such as COL1A1 and FN1 (Fibronectin) by IF microscopy, when compared to TNT alone (Fig. 4b). This was further corroborated by RT-qPCR, whereby the upregulation of EMT transcription factors, *Foxs1* (*P* = 0.0016,), *Snai1* (*P* < 0.0001) and *Snai2* (*P* < 0.0001) and downstream ECM genes, such as *Col1a1* (*P* < 0.0001) and *Fn1* (*P* = 0.0002), and junctional gene *Cdh2* (*P* = 0.0002) was observed at the mRNA level in the TNT group was suppressed by 1 wt% poly(CEP) (Fig. 4c). This suggests that the internalised polymeric micelles were able to impair the EMT signalling network.

### Poly(CEP) micelles activate the NRF2 pathway, which may mediate the anti-scarring effect

To further elucidate the upstream molecular mechanisms underpinning the anti-scarring triggered by the intracellular uptake of poly(CEP) micelles, we performed RNA sequencing (RNA-Seq) on ES-RPE cells exposed to 1 wt% poly(CEP) in the absence or presence of TNT at 8 and 24 h. Triplicates from each condition showed high concordance (*r* ≥ 99%) in heatmap correlation and principal component analysis (PCA) plots (Supplementary Fig. 7a, b). PCA displayed distinct grouping of samples for each condition, indicating that there were unique transcriptomic profile changes in ES-RPE cells exposed to TNT alone, poly(CEP) alone or in combination by 8 h, that further amplified by 24 h. We used DESeq2 to identify the differentially expressed genes (DEGs) between the four conditions at both time points. Consistent with the PCA findings, these comparisons revealed significant changes in the expression level of 3781 and 5162 genes in poly(CEP) + TNT compared to TNT, and 3472 genes and 6644 genes in poly(CEP) alone compared to media only control at 8 and 24 h, respectively (Supplementary Fig. 7c, d, and Supplementary Data 1 for full DE genes of both comparisons, + time points). 62% of DEGs (i.e 1484 out of 2380) in the poly(CEP) + TNT group were also upregulated in the poly(CEP) group (Fig. 5a and Supplementary Fig. 8a). This further corroborates our hypothesis that the phenomenon of in vitro PVR prevention is mediated primarily by poly(CEP) induced gene expression.

**Fig. 5:**
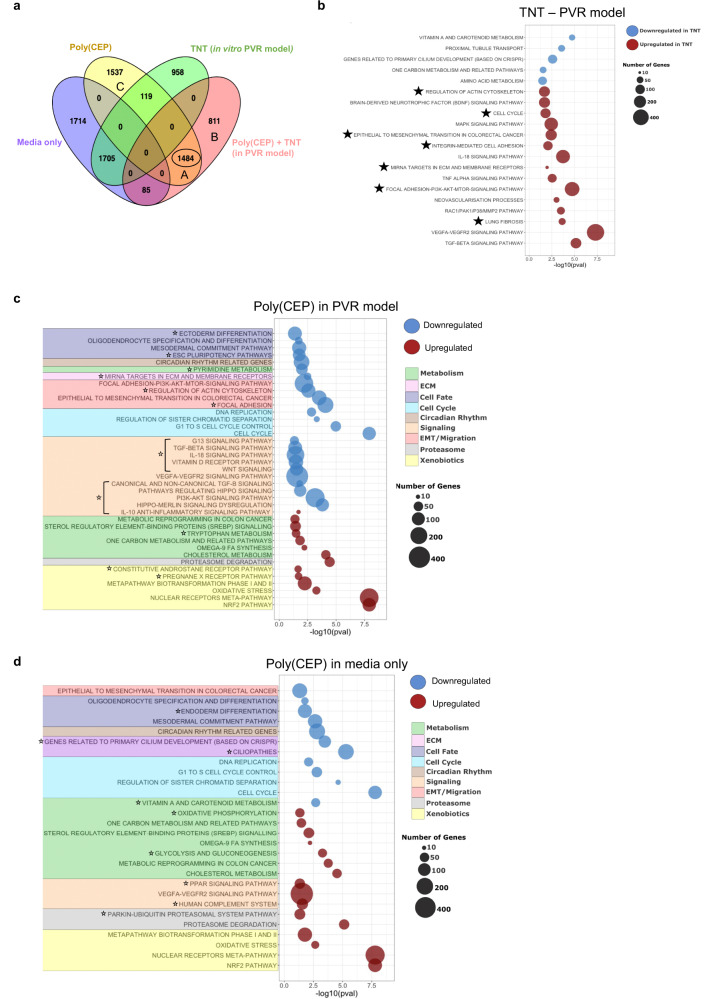
Intracellular uptake of 1 wt% poly(CEP) induces global transcriptomic changes in RPE. **a** Venn diagram showing overlap of differentially expressed genes (Wald test, *P*_adj_ < 0.05) identified by DESeq2 at 24 h post-exposure to media only, poly(CEP), TNT or poly(CEP) + TNT. 1484 genes are common in both poly(CEP) and poly(CEP) + TNT treated RPE cells. **b** Gene set enrichment analysis (GSEA) was performed on the in vitro PVR model induced by TNT at 24 h post-exposure and showed upregulation of classical pathways (Hollow black stars) with known involvement in PVR pathogenesis. **c** GSEA was performed for 1 wt% poly(CEP) + TNT (PVR model) 24 h post-exposure and showed downregulation of EMT, migration, and cellular proliferation pathways, but upregulation of pathways involved in xenobiotics, proteosome degradation, and metabolism, similar to **d** 1 wt% poly(CEP) in media only. Hollow black stars mark unique pathways between (**c**, **d**).

ES-RPE cells exposed to TNT were able to recapitulate PVR in vitro, as genes involved in the categories ‘Epithelial to mesenchymal’, ‘Focal adhesion’, ‘Targets in ECM’, ‘Cell cycle’ and ‘Fibrosis’ were upregulated and captured by gene set enrichment analysis (GSEA) at both 8 and 24 h (Fig. 5b, Supplementary Fig. 8b and Supplementary Data 2). Treatment of ES-RPE cells with poly(CEP), in both the presence and absence of TNT, downregulated genes involved in the categories ‘EMT/Migration’, ‘Cell cycle’ and ‘ECM’ (Fig. 5c, d, Supplementary Fig. 8c, d, and Supplementary Data 3) consistent with our previous in vitro findings.

Addition of poly(CEP) micelles to both the TNT (PVR model) and non-TNT (media only) groups, triggered the upregulation of the NRF2 pathway compared to media alone. The NRF2 pathway is known to trigger the first line of homoeostatic response to a plethora of external and endogenous stimuli, through the activation of various downstream pathways^46^. To understand which pathways were being regulated by NRF2, we identified at least 40 NRF2 target genes that were significantly upregulated by 8 h and further amplified at 24 h (Fig. 6a, b and Supplementary Fig. 9), suggesting that the NRF2 pathway might be an early sensor of intracellular uptake of poly(CEP) micelles. These upregulated genes belong to the 8 different categories of NRF2-driven functions as indicated^46–49^. Upregulation of 16 NRF2 target genes from the various functional categories were validated via RT-qPCR and showed a positive correlation with RNA-Seq fold change (*r* > 0.9) (Fig. 6c, d and Supplementary Table 3). In a subset of these genes, expressions were quantified at earlier time points, indicating significant upregulation at 4 h (Fig. 6e). Consistent with this, increased nuclear localisation of NRF2 was observed in ES-RPE cells treated with poly(CEP) at 4 h (Fig. 6f, g). 

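Gene counts were examined for 18 samples, which are 3 samples of retina and 3 of RPE-choroid from each of 3 groups of rabbit eyes. The groups were non-operated eyes, eyes collected 1 month after vitrectomy and filling with poly(CEP), and eyes collected 2 months after it. Eyes with vitrectomy and no poly(CEP) were not analysed here, so each comparison sets operated and filled eyes against non-operated eyes. The authors trimmed the reads with Trim Galore, aligned them to the rabbit genome OryCun2.0 with HISAT2 and counted them per gene with HTSeq, and the deposited counts are not normalised. In retina, the counts on genes ranged from 26732449 to 32605821 in non-operated eyes (median 29647394), from 25181177 to 31912299 at 1 month (median 30130063) and from 22335005 to 28053166 at 2 months (median 26805866). In RPE-choroid, they ranged from 26759641 to 33505730 in non-operated eyes (median 29345748), from 28891070 to 31732297 at 1 month (median 31324228) and from 25958919 to 28956726 at 2 months (median 25996111). In units of 1e6 reads, the paper states approximately 20 per sample, while the counts sum to between 47.1 and 68.1 per sample once reads outside genes, ambiguous reads and unaligned reads are included, and the tests use the counts on genes. All 9 samples of a tissue were fitted together with edgeR's quasi-likelihood model after TMM normalisation and a filter on low counts, which left 15878 genes in retina and 16322 in RPE-choroid of the 29587 in the file. The common biological coefficient of variation, a measure of the spread between replicates, was 0.234 in retina and 0.416 in RPE-choroid. No 2 replicates of a group differed by as little as sampling noise, the closest being replicates 1 and 2 of retina at 1 month with a chi-square per degree of freedom of 12.0. The 200 genes with the largest excess in retina over RPE-choroid, among those with a mean log2 CPM of at least 5 in retina, had a mean log2 CPM between 6.86 and 7.66 in the retina samples and between 0.14 and 6.84 in the RPE-choroid samples. Their mean in RPE-choroid was 4.26 ± 3.24 (SD, n = 3) in non-operated eyes, 6.40 ± 0.55 (SD, n = 3) at 1 month and 3.16 ± 2.62 (SD, n = 3) at 2 months. A two-sided exact permutation test against non-operated eyes gave p = 0.3 and p = 0.5. With 3 samples against 3 it cannot give less than 0.1, so it does not show that the groups were alike. With the 200 genes chosen without that minimum, the means were -1.01 ± 1.49 (SD, n = 3), 0.19 ± 0.35 (SD, n = 3) and -1.83 ± 0.86 (SD, n = 3) in the same order (two-sided exact permutation p = 0.2 and p = 0.4). In retina, the mean with that minimum was 7.61 ± 0.05 (SD, n = 3), 7.14 ± 0.25 (SD, n = 3) and 7.15 ± 0.18 (SD, n = 3) in the same order (two-sided exact permutation p = 0.1 for each, the smallest possible). Without it, the mean was 1.52 ± 0.02 (SD, n = 3), 1.58 ± 0.04 (SD, n = 3) and 1.47 ± 0.14 (SD, n = 3) (two-sided exact permutation p of 0.2 or more). The fall in operated retina thus depended on the gene list.

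**Figure D1:**
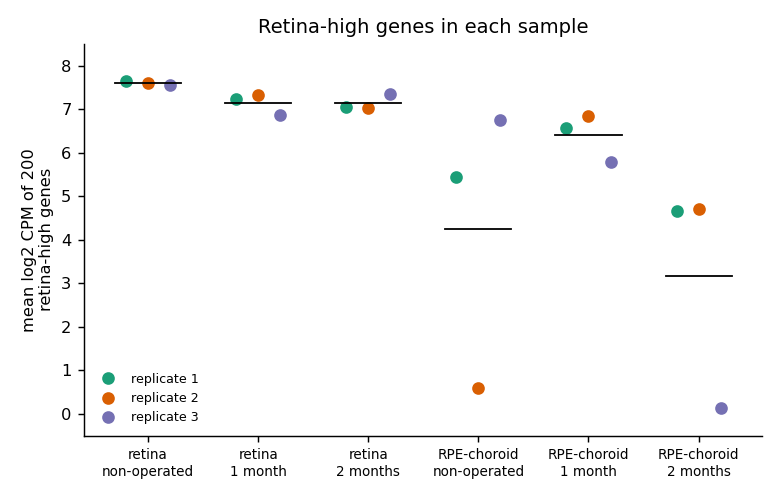
Mean log2 CPM of the 200 retina-high genes (y axis) in each of the 18 samples, by tissue and group (x axis), with replicates in colour and the group mean as a line. The retina samples lie between 6.86 and 7.66, and the RPE-choroid samples spread from 0.14 to 6.84.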

To further ascertain if poly(CEP)-dependent NRF2 activation occurred in vivo, we performed RNA-Seq on isolated retina and RPE-choroid tissues at 1-month (*n* = 3) and 2-month (*n* = 3) from a poly(CEP)-filled rabbit eye (without PVR induction). Congruent with observed in vitro activation of NRF2 target genes, both retina and RPE-choroid tissues also showed upregulation of genes from NRF2 pathway at both timepoints (Supplementary Fig. 10). 

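In retina at 1 month, 1731 genes were higher and 1123 lower in poly(CEP)-filled eyes than in non-operated eyes at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 1092 were more than 2-fold higher and 303 more than 2-fold lower. At 2 months, 1304 genes were higher and 474 lower in retina. In RPE-choroid at 1 month, 2 genes were higher and 0 lower, while 1277 were higher and 2173 lower at an unadjusted p-value under 0.05. In RPE-choroid at 2 months, 0 genes passed in either direction, the smallest adjusted p-value was 0.0636, and 1117 genes were higher and 629 lower at an unadjusted p-value under 0.05. The RPE-choroid result at 1 month moved most when non-operated replicate 3 was left out, which gave 674 genes higher and 1480 lower. Each of the other 5 fits without 1 replicate gave 0. Among the non-operated RPE-choroid samples, replicate 3 had the largest estimated share of retina, 65.6% against 26.2% and 0.941%. In the 1-month samples this share was 58.6%, 71.7% and 36.4%. Leaving replicate 3 out thus widened the difference in retina between the groups, which may account for some of the 674 and 1480 genes. With DESeq2, which the paper used, 546 genes were higher and 957 lower in RPE-choroid at 1 month, and 246 were higher and 104 lower at 2 months. In retina, DESeq2 gave 2228 genes higher and 1762 lower at 1 month, and 1818 higher and 1110 lower at 2 months. With the replicate number as a block in the edgeR fit (replicate block), 0 genes passed in RPE-choroid in either direction at either time point. The deviations of same-numbered samples from their group means had a mean correlation of -0.180 between 1 month and non-operated eyes and of -0.272 between 2 months and non-operated eyes. In retina at 1 month the replicate block gave 1299 genes higher and 690 lower, and this correlation was 0.087.
The files do not pair the Ensembl identifiers with gene names, so the NRF2 target genes of Supplementary Fig. 10 were not analysed here one by one. The 2 genes past the threshold in RPE-choroid at 1 month, which are given because their values were seen, also rose in retina. The share of retina estimated in these RPE-choroid samples was 58.6%, 71.7% and 36.4%. With the gene lists chosen without a minimum expression it was 42.5%, 50.9% and 26.8%. Part of the rise of both genes in RPE-choroid may thus be retina carried over. ENSOCUG00000024399 had 150 ± 11.6 CPM (SD, n = 3) in RPE-choroid at 1 month and 59.9 ± 5.90 (SD, n = 3) in non-operated eyes, a log2 fold change of 1.34 (standard error 0.13, edgeR adjusted p = 0.0488). In retina its log2 fold change was 1.49 at 1 month (edgeR adjusted p = 0.00216) and 1.41 at 2 months (edgeR adjusted p = 0.00296). In RPE-choroid at 2 months its log2 fold change of 0.92 did not pass (edgeR adjusted p = 0.256). ENSOCUG00000017543 had a log2 fold change of 1.49 in RPE-choroid at 1 month (standard error 0.15, edgeR adjusted p = 0.0488) and of 0.30 at 2 months (edgeR adjusted p = 0.512). In retina, ENSOCUG00000039041 fell from 15.2 ± 2.76 CPM (SD, n = 3) in non-operated eyes to 1.76 ± 1.14 (SD, n = 3) at 1 month, a log2 fold change of -3.09 (standard error 0.56, edgeR adjusted p = 0.00775). ENSOCUG00000014571 fell from 25.3 ± 15.3 to 4.98 ± 0.16 CPM (SD, n = 3), a log2 fold change of -2.32 (standard error 0.42, edgeR adjusted p = 0.00777). Of the 200 genes with the largest excess in RPE-choroid over retina, among those with a mean log2 CPM of at least 5 in RPE-choroid, 175 were tested in retina. Of these, 150 were higher at 1 month and 148 at 2 months than in non-operated eyes. Without that minimum 59 of 200 were tested, with 54 and 52 higher. The paper states from Supplementary Fig. 10 that genes of the NRF2 pathway were upregulated in both tissues at both timepoints. It sets this beside the activation of NRF2 target genes in ES-RPE cells in vitro, with which it calls the result congruent.

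**Figure D2:**
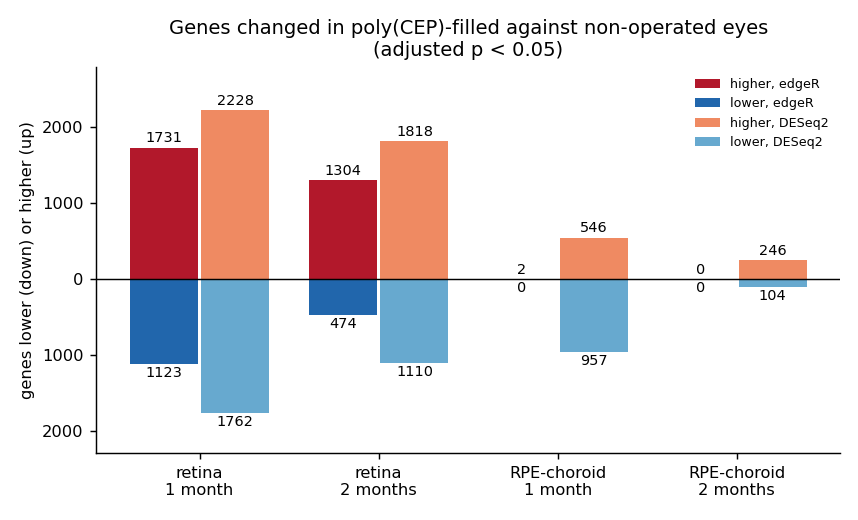
Number of genes higher (upward bars) and lower (downward bars) in poly(CEP)-filled than in non-operated eyes at an adjusted p-value under 0.05, for each tissue and time point (x axis), with edgeR (dark bars) and DESeq2 (light bars). With edgeR, retina has 1731 genes higher at 1 month and 1304 at 2 months, and RPE-choroid has 2 and 0.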

Next, to determine if NRF2 activation was sufficient to elicit the anti-scarring effect in vitro, dimethyl fumarate (DMF), a pharmacological activator of NRF2^50^, was added to ES-RPE cells in the presence of TNT (Fig. 6h). Activation of NRF2 by DMF was able to completely prevent contractile membrane formation, similar to poly(CEP) alone. Altogether, this suggests that NRF2 acts as an early sensor of poly(CEP) micelle intracellular uptake and master regulator of various downstream signalling pathways to confer poly(CEP)’s anti-scarring properties.

**Fig. 6:**
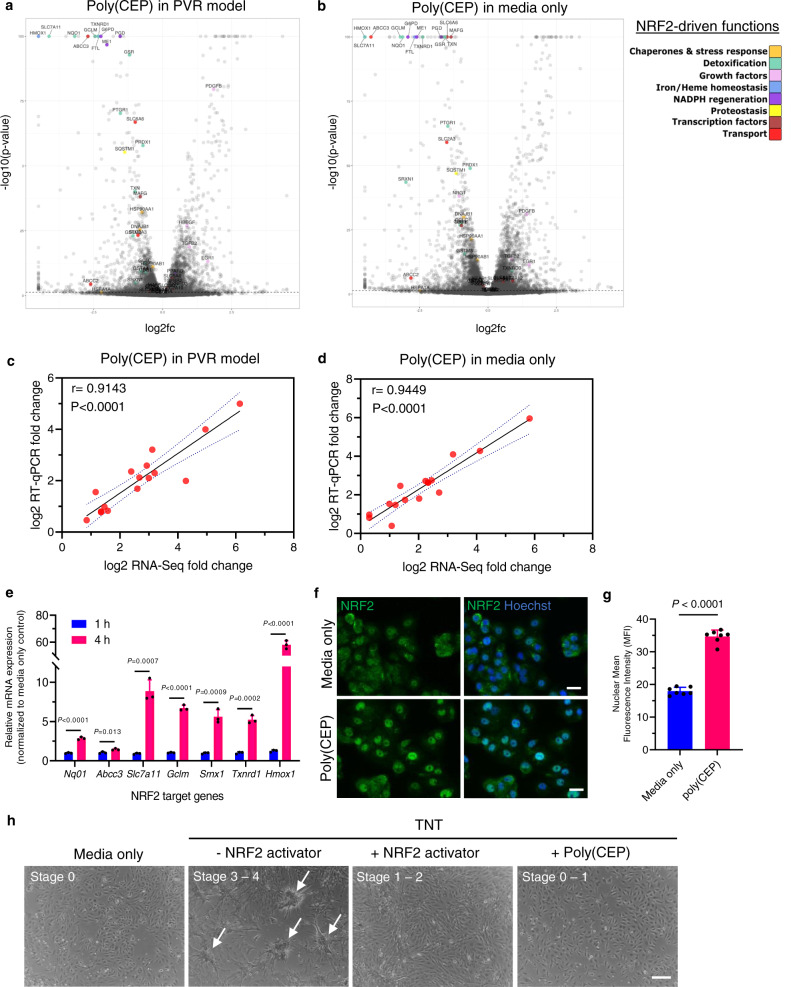
Poly(CEP) prevents scarring via the activation of NRF2 signalling pathway. **a**, **b** Volcano plot identified >40 genes in NRF2 signalling cascade (highlighted in colour) that were significantly upregulated at 24 h after poly(CEP) exposure, in the presence or absence of TNT. *P* values were calculated using the Wald test. The Benjamini-Hochberg (BH) method was used to adjust *p*-values for multiple comparisons. Dashed line indicates *P*_adj_ = 0.05. **c**, **d** A positive correlation (*r* = 0.9143, *P* < 0.0001) was observed for 16 selected genes (subset of genes in (**a**, **b**)) between log2 RT-qPCR fold change and log2 RNA-Seq fold change values (details in Supplementary Table 3). **e** NRF2 target genes were quantified at the mRNA level (normalised to time-matched media only control) at 1 and 4 h post-exposure to 1 wt% poly(CEP) alone. There was a significant increase in expression of all selected NRF2 target genes at 4 h. Data represents mean ± s.d. of three replicates. **f** Nuclear localisation of NRF2 protein in RPE cells was ascertained by IF after 4 h exposure to 1 wt% poly(CEP) compared to media control. Nuclei stained in blue with Hoechst stain. Scale bar, 10 µm. **g** The nuclear localisation of NRF2 was quantified and presented as MFI. Cells exposed to 1 wt% poly(CEP) showed increased nuclear localisation of NRF2. Data represents mean ± s.d. of 7 replicates. **h** Dimethyl fumarate (DMF, 25 µM), a NRF2 activator, or poly(CEP) was added to the TNT-treated RPE cells. Both showed inhibition of contractile membrane formation. Status of cell stage of the RPE cell transformation is given in the panel. Scale bar, 200 µm. A representative image is shown from at least three independent experiments conducted. Statistical analyses were performed for **c**, **d** using two-tailed Pearson’s correlation, **e**, **g** using two-tailed Student’s unpaired *t* test.

## Discussion

Synthetic polymeric materials have traditionally been viewed as mere inert physical carriers for the delivery of bioactive compounds to elicit specific biological effects^51^. However, emerging studies have suggested that polymeric materials themselves are able to directly influence cell behaviour^25,52–54^. In this study, we provide evidence using both an in vivo experimental rabbit model and an in vitro RPE contraction model of PVR, that poly(CEP) micelles have intrinsic anti-scarring properties, to prevent retinal scarring without adjunct pharmacologic agents. This is achieved via cellular internalisation of poly(CEP) micelle, activation of NRF2 mediated pathways, leading to impairment of EMT, and suppression of cell hyper-proliferation and migration.

Pharmacologic agents to prevent PVR have been explored widely. However, to date, none have been approved for clinical use. Here, we propose an approach for the prevention of a post-surgical scarring complication using only a synthetic material, poly(CEP). The polymer’s efficacy in preventing both epi- and subretinal membranes in rabbit eyes were studied in comparison to SF_6_, a common expansile gas used in the clinic for the management of RDs^31^. Although both poly(CEP) and SF_6_ act as effective endotamponade agents to facilitate re-attachment of retina, only poly(CEP) was able to prevent both ERM and SRM formation in vivo. These membranes formed in SF_6_ treated rabbit eyes were positive for key fibrosis markers α-SMA and COL1A1, known to be upregulated in PVR pathogenesis^32^. In contrast, these fibrosis markers were absent from the poly(CEP)-filled eyes.

Poly(CEP) suppresses proliferation, migration and EMT in RPE, the predominant cell type in the formation of contractile scar membranes^55,56^. We recapitulated the three pathological hallmarks of PVR in vitro using ES-RPE cells in a TNT-induced model of RPE contraction^41,42^. Our findings indicated that poly(CEP) alone is able to suppress the upregulation of canonical EMT regulators (*Foxs1*, *Snai1,* and *Snai2*) and their downstream targets (*Col1a1*, *Fn1,* and *Cdh2*), and attenuate migration and hyper-proliferation of RPE cells. This correlates well with the in vivo findings, whereby poly(CEP)-filled eyes in experimental PVR rabbit models, did not develop epiretinal or subretinal membranes.

To gain insight into molecular mechanisms of how 1 wt% poly(CEP) micelles may be modulating RPE cellular behaviour, genome-wide transcriptomic profiling was performed. Consistent with the in vitro data, intracellular uptake of poly(CEP) downregulated expression of genes involved in cell proliferation, EMT, and migration pathways. Interestingly, a xenobiotic-related NRF2 pathway was identified to be consistently upregulated in the presence of poly(CEP). NRF2 is a pleiotropic transcription factor, which is known to be the master regulator of redox homoeostasis that activates cytoprotective genes and is an emerging target against various diseases such as neurodegeneration and cancer^57,58^. Although NRF2 has been suggested to regulate EMT, migration, and proliferation in some cell types^9,59^, this has not been previously described in the context of PVR or RPE response to synthetic polymeric micelles. Increased nuclear localisation of NRF2 and early upregulation of its target genes at 4 h upon poly(CEP) exposure further confirmed NRF2 as one of the key sensor and transcription regulator in response to external xenobiotic stimuli. Pharmacologic activation of NRF2 by DMF, (an FDA-approved drug)^50^, was shown to be sufficient to prevent contractile membrane formation in vitro, albeit less effectively than poly(CEP) treatment alone. This suggests the presence of alternative pathways activated by poly(CEP) micelles that act synergistically with NRF2 to elicit cellular anti-scarring. Indeed, poly(CEP) has broad biological effect on RPE cells, as evidenced by the activation of diverse pathways identified in our in vitro RNA-Seq analysis. Activation of NRF2 pathway by poly(CEP) was further corroborated by our RNA-Seq analysis of rabbit RPE-choroid and retina tissues exposed to poly(CEP) in vivo. 

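In retina, 1162 genes were higher and 387 lower than in non-operated eyes at both time points, and 1 gene passed the threshold at both in opposite directions. Across the 15878 genes tested, the log2 fold changes at the 2 time points had a Spearman correlation of 0.854, where genes are not independent replicates. Both time points share the same non-operated eyes, so part of this correlation, and of the overlap in genes, would arise without a change. Between the time points, 1 gene was higher and 0 lower in retina at 2 months than at 1 month (296 and 345 at an unadjusted p-value under 0.05). In RPE-choroid, 0 genes differed in either direction between the time points, with or without the replicate block, while 3079 were higher and 1885 lower at an unadjusted p-value under 0.05 and the smallest adjusted p-value from edgeR was 0.0503. This result depended on the setting. DESeq2 gave 1988 genes higher and 1249 lower. In edgeR there were 1963 and 990 with only the 2 groups compared, and 2231 and 1561 with all 18 samples in one fit. There were 835 and 249 with at least 10 counts in every sample, and 396 and 72 with no low-count filter. The deviations of same-numbered RPE-choroid samples of the 2 time points had a mean correlation of 0.296. Of the genes higher in retina at 1 month, 844 of the 1707 tested in RPE-choroid (49.4%) were higher there too, against 49.3% of all genes tested in RPE-choroid. At 2 months these were 1160 of 1281 (90.6%), against 48.6% of all genes. Of the genes lower in retina, 783 of 1106 (70.8%) were lower in RPE-choroid at 1 month, against 50.7% of all genes. At 2 months it was 422 of 469 (90.0%), against 51.4%. These shares depended on the tissue in which a gene is higher. Among genes more than 2-fold higher in RPE-choroid than in retina, 17.2% of the 864 that rose in retina at 1 month were higher in RPE-choroid, against 10.1% of all genes of this kind. At 2 months it was 90.9% of 680, against 74.7%. Among genes within 2-fold between the tissues, 79.9% of the 726 that rose in retina at 1 month were higher in RPE-choroid, against 53.4% of all such genes. At 2 months it was 93.4% of 519, against 47.2%. The number of genes higher in both tissues at both time points was 0 with edgeR and 32 with DESeq2, and 6 were lower in all 4 comparisons with DESeq2.

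**Figure D3:**
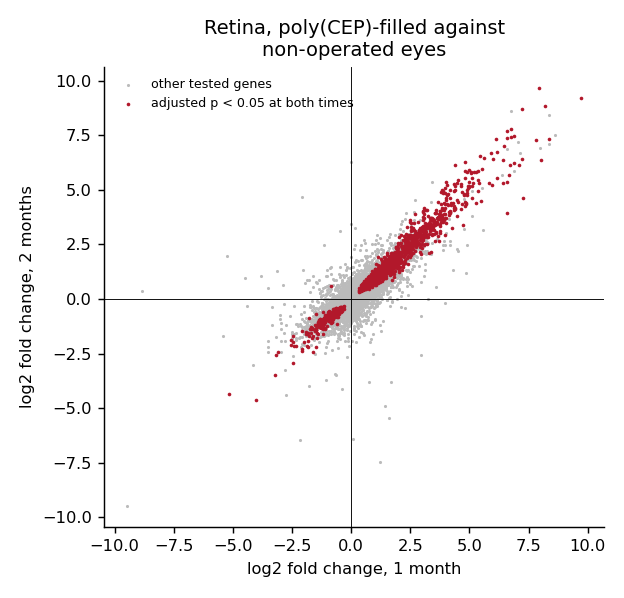
Log2 fold change in retina at 1 month (x axis) and at 2 months (y axis) against non-operated eyes, with each point a gene and the genes past the threshold at both time points in red. The 1162 genes higher and 387 lower at both times lie in the upper right and lower left.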

Further investigation is required to unravel the full repertoire of transcription factors and regulatory factors involved.

Interestingly, this anti-scarring effect by poly(CEP) was elicited in its micellar, but not unimeric form, and was mediated mainly through clathrin-dependent internalisation into ES-RPE cells. Both the internalisation of micelles, and its subsequent efficacy in inhibiting contractile scar membrane formation was concentration dependent, with 1 wt% being the optimal concentration for poly(CEP)’s anti-scarring property. Physicochemical properties of micelles have been shown to change with concentration, such as reversibly changing from spherical to cylinder rods^14,35^. Our work suggests that changes in micelle structure affects cellular internalisation. Future work will focus on such rational engineering of physicochemical properties in these polymeric micelles, such as shape, surface charge, surface hydrophobicity/hydrophilicity, surface functionalization and stability, to elicit polymer specific cellular responses with therapeutic potential.

In conclusion, this study demonstrates that poly(CEP) is able to continuously shed micelles via surface erosion to suppress aberrant EMT in RPE cells after retinal surgery. This is the first report, whereby a synthetic polymeric material alone can target intracellular signalling pathways to prevent retinal scarring. More importantly, this study offers insight into how synthetic polymeric materials no longer function merely as inert drug carriers and challenges the conventional belief that a small molecule (drug) is always required to achieve a therapeutic effect at a cellular level. It highlights the potential of next generation nanomedicine, whereby polymers alone can be used to elicit specific biological responses. Lastly, this unique anti-scarring effect of poly(CEP) may be applicable for other clinical applications beyond ophthalmology, for example as an adjuvant treatment in cancer to prevent cell migration and metastasis.

## Methods

### Materials

PEG with *M*_*n*_ 2050 g/mol, PPG with *M*_*n*_ 2000 g/mol, PCL-diol with *M*_*n*_ 2000 g/mol, 1,6-hexamethylene diisocyanate (HMDI) (98%), dibutyltin dilaurate (DBTL) (95%), anhydrous toluene, and diethyl ether were purchased from Sigma-Aldrich. All reactants were used as received.

### Molecular characterisation

Gel permeation chromatography (GPC) was performed with a Viscotek GPC max module equipped with two pheonogel columns (10^3^ and 10^5^ Å) (size: 300 × 7.80 mm) in series and a Viscotek refractive index detector. Tetrahydrofuran (THF) was used as the eluent at a flow rate of 1.0 ml/min at a column temperature of 40 °C. Mono-dispersed polystyrene standards were used to obtain a calibration curve. Nuclear magnetic resonance (NMR) spectra were obtained at room temperature (RT), with the samples in CDCl_3_ solvent, using a JEOL 500 MHz NMR spectrometer.

### Synthesis of poly(PEG/PPG/PCL) (poly(CEP))

The thermogelling multiblock polymer poly(CEP) was synthesised from macromonomer-diols (PEG, PPG, and PCL-diol). PEG (12.00 g), PPG (3.00 g), and PCL-diol (0.15 g) were dried via azeotropic distillation before being polymerised by 1.22 mL (7.58 × 10^–3^ mol) of HMDI in the presence of DBTL (~8 × 10^–3^ g) at 110 °C in argon atmosphere for 24 h. The polymerisation was initiated in 10 mL of anhydrous toluene and additional 10 mL of anhydrous toluene was introduced whenever the reaction mixture gelled with the final volume topped up to 100 mL by 4 h. The resultant poly(CEP) polymer was precipitated using diethyl ether to yield the crude polymer as a white solid. For in vitro and in vivo experiments, the poly(CEP) polymer was further purified via dialysis. The precipitated polymer was dissolved in isopropanol (IPA) (5 g of polymer in 50 mL IPA) and dialysed against deionised water using dialysis membrane (3.5 kDa MWCO). The deionised water was changed every 4 h for 3 days and the resultant purified polymer solution was frozen and lyophilised (purified yield = 72%). ^1^H NMR characterisation (Supplementary Fig. 1b) shows that the molar ratio of PEG:PPG:PCL in synthesised poly(CEP) was 4.27: 1.00: 0.0647 (Supplementary Table 1). The synthesised poly(CEP) has *M*_*n*_ ≈ 26700 g/mol, *M*_*w*_ ≈ 38800 g/mol, and PDI ≈ 1.45 (GPC data in Supplementary Fig. 1c).

### Animals

Twenty-one male New Zealand White rabbits aged 4–6 months and weighing 2.5–3.0 kg were purchased from BioSystems (BioSystems Corporation Pte Ltd., China). All animals were handled in accordance with the Statement of the Association for Research in Vision and Ophthalmology (ARVO) for the Use of Animals in Ophthalmic and Vision Research. All animal experiments were reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of SingHealth (Singapore) under protocol number 2015/SHS/1092 and 2019/SHS/1457. The animal facility at SingHealth Experimental Medicine (SEMC) is Association for Assessment and Accreditation of Lab Animal Care (AAALAC) approved. This ensures that all animal experimentation complies with standards as per National Advisory Committee for Laboratory Animal Research (NACLAR) guidelines set out by Agri-Food & Veterinary Authority (AVA) of Singapore.

### Animal study

#### Experimental PVR rabbit model

A surgically induced experimental PVR model was established in rabbit eyes. A three-port, 25-gauge (G) core vitrectomy was performed in rabbits under general anaesthesia by intramuscular injection of ketamine (50 mg/kg, body weight (BW)) and xylazine (10 mg/kg, BW)^29,60^. Then, the posterior vitreous detachment was induced with the assistance of an intravitreal injection of triamcinolone acetonide. Localised RD (about 2–3 disc diameter) was induced by subretinal injection of approximate 30–40 μL balanced salt solution (BSS), followed by a 1 mm retinal break created by vitrectomy cutter. After air-fluid exchange, the vitreous cavity was co-injected with premixed 0.05 mL BSS containing 500,000 ARPE-19 (ATCC; CRL-2302) cells and 0.05 mL rabbit blood taken prior to the surgery. Finally, 10 wt% poly(CEP) (*n* = 8) or isoexpansile gas, 20% Sulphur hexafluoride (SF_6_, 1:5 diluted with clean air, *n* = 5), was injected to replace the air in the vitreous cavity, while remaining cases filled with air (*n* = 5) served as temporary vitreous tamponade for PVR. Eyes (*n* = 8) filled with poly(CEP) gel after vitrectomy, without PVR model creation (inducing RD, co-injection of ARPE-19 cells and rabbit blood), served as an additional surgical operation control. Topical antibiotic ointments (Tobradex^®^, Tobramycin and Dexamethasone, Alcon) were applied to the treated eyes twice a day for 5 days post-surgery. In vivo live ophthalmic imaging follow-ups were carried out every other day post-surgery for 14 days for all cases, then once a week till 8 weeks (details summarised in Supplementary Table 2). Overview fundus images were taken with a 55° lens under infrared reflectance (IR) mode using Spectralis^®^ SD-OCT device (Heidelberg Engineering). The SD-OCT images were taken with a 30° lens under IR + OCT mode at representative positions with the same device. Colour fundus images were taken with a 90D (Diopter) non-contact slit-lamp lens (Volk Optical Inc.) in front of a slit-lamp equipped with a digital camera (Righton).

#### PVR severity grading

The severity of PVR in all operated eyes was graded using a published grading scheme^61,62^, on a scale of 0–5 based on representative fundus photos and SD-OCT images by two independent graders. In brief, stage 0: represented normal; stage 1: intravitreal membranes; stage 2: focal traction; stage 3: localised medullary ray detachment; stage 4: total medullary ray detachment and peripheral RD; stage 5: total RD and retinal folds (gradings are summarised in Supplementary Table 2).

### Histopathological Examination

Animals were euthanised in deep anaesthesia with an intracardiac injection of the euthanising agent (Pentobarbital). Following perfusion via the carotid artery with 10% neutral buffered formalin (Leica Biosystem)^63^, the eyes were enucleated, and entire globes were immersed in 10% formalin for 48 h at 4 °C. The whole eyes were then embedded in paraffin. Sections were cut at 10 µm thickness with a microtome (Leica Biosystem) and further stained with haematoxylin (Merck Millipore) and eosin (Merck Millipore) (H&E). Light micrographs were taken on Zeiss Axio Imager. A2 microscope equipped with a digital camera.

### Immunofluorescence (IF) of paraffin-embedded eye sections

Paraffin-embedded sections (10 μm) were deparaffinised in xylene followed by rehydration through a series of graded ethanol concentrations. The sections were subjected to antigen retrieval before proceeding with IF. They were blocked in 10% animal serum in phosphate-buffered saline (PBS) with 0.1% Tween-20 and 1% bovine serum albumin (BSA; Sigma-Aldrich) for 1 h at RT and incubated with primary antibodies overnight at 4 °C. The following primary antibodies were used, mouse anti-α-SMA and rabbit anti-COL1A1 (Supplementary Table 4). Secondary antibodies diluted in 0.1% PBS with 0.1% Tween-20 were added for 30 min at RT. The secondary antibodies used were Alexa Fluor 488 donkey anti-mouse IgG and Alexa Fluor 568 donkey anti-rabbit IgG (Supplementary Table 4). A secondary antibody only negative control was included where sections were only incubated with blocking buffer in place of primary antibodies. Nuclei were stained with Hoechst 33342 (Thermo Fisher Scientific). Sections were mounted using ProLong Gold Antifade (Thermo Fisher Scientific) and stored at 4 °C until imaging. Images were taken using LSM800 confocal laser microscope (Zeiss).

### Poly(CEP) micelle characterisation

#### Critical micelle concentration

The CMC of poly(CEP) polymer was determined by a dye solubilisation method. 1,6-diphenyl-1,3,5-hexatriene (DPH) was dissolved in methanol to form a solution at 0.6 mM. Each polymer was prepared at 10 concentrations ranging from 0.001 wt% to 1.0 wt% with 4 mL of basal media per concentration. 40 μL of 0.6 mM DPH solution was added to each 4 mL polymer solution and samples were equilibrated at RT in dark for 24 h. The absorbance spectra of the samples were recorded using a Shimadzu UV-2501 PC UV–VIS Spectrophotometer (Kyoto, Japan) in the range of 320–420 nm at 37 °C. The difference in absorbance at 376 and 400 nm was plotted against concentration (wt%). The CMC value of poly(CEP) was determined by the intersection of the extrapolation of fitted linear curve of unimeric and micellar regions.

#### Micelle size

Average size (Z-avg) of poly(CEP) micelles with respect to concentration (wt%) dissolved in basal media was measured using dynamic light scattering (Malvern Panalytical, Zetasizer Nano ZS). Micelle solution was prepared at 2 wt% and equilibrated at 37 °C overnight before being subjected to serial dilution. Size of poly(CEP) micelles at each concentration was measured 5 min after dilution while being incubated at 37 °C.

#### Micelle shedding from hanging insert

150 μL of poly(CEP) micelle solution at each concentration was aliquoted into a 96-well plate and 15 μL of 0.6 mM DPH solution was added to each well. The solutions were allowed to equilibrate overnight at RT in dark. A standard curve of poly(CEP) concentration (wt%) against difference in DPH absorbance (377–396 nm) was fitted with a quadratic trend line; the equation of the trend line is as shown in the graph and the *R*^2^ is 0.9743. 0.1 g of 10 wt% poly(CEP) (dissolved in AMO^®^ ENDOSOL BSS, Abbott Medical Optics) was loaded into hanging inserts (400 nm pore diameter) and the exterior well filled with 900 μl basal media. Shed micelles were collected from the exterior well and plated in triplicates followed by addition of 0.6 mM DPH solution. Shed micelle concentration was quantified by comparing their difference in DPH absorbance (377–396 nm) with the standard curve obtained. Graph was plotted showing concentration of shed micelles (wt%) against duration (h).

### Embryonic stem cell-derived RPE cell culture (ES-RPE)

ES-RPE cells were derived from human embryonic stem cell line H9 ES cells (WA09, Wicell) and differentiated according to published protocol with minor modifications^64^. In brief, ES cells were seeded in six-well culture plates pre-coated with Matrigel^®^ (Corning) and grown in mTesR^®^ medium (Stem Cell Technologies) to 90% confluency before commencing differentiation. At the end of differentiation (Day 18), the medium was switched to RPE maintenance medium (termed RPE medium)^65^ containing 2% heat inactivated foetal bovine serum (FBS; Gibco). The medium was changed every 3 to 4 days and maintained at 37 °C under 5% CO_2_. ES-RPE cells were passaged monthly, and all following experiments were conducted using passage 2 cells aged 1 to 3 months.

### Cellular internalisation studies

#### Cell uptake analysis by flow cytometry

ES-RPE cells were seeded in 12-well plates at a density of approximately 50,000 cells/cm^2^ in DMEM/F12 (1:1) with 3% FBS and 1% Penicillin-Streptomycin (Gibco) (termed basal medium) and incubated for 16–20 h at 37 °C under 5% CO_2_. The basal media was then removed, and cells were washed with PBS twice followed by incubation with different concentrations of fluorescein conjugated-poly(CEP) (F-poly(CEP), 0.001, 0.01, 0.1, 0.5, and 1 wt% dissolved in basal media). ES-RPE cells incubated with basal medium only were used as controls. After 4 h incubation at 37 °C, cells were rinsed thrice with PBS, dissociated with 0.25% (w/v) trypsin-EDTA solution (Thermo Fisher Scientific), and harvested. Cells were pelleted by centrifugation and washed in PBS once. They were then resuspended in fresh PBS containing 7-Aminoactinomycin (7-AAD) as the live/dead stain. Intracellular fluorescence intensity (mean fluorescence intensity, MFI) was determined by a FACSCelesta™ cell analyser (Becton Dickinson) at 488 nm excitation wavelength and 530 nm emission wavelength. For each sample, 10,000 events were collected, and data were analysed in quadruplicates. The gating strategy is demonstrated in Supplementary Fig. 11.

#### Endocytosis inhibitor test

ES-RPE cells were seeded and grown as per the cellular uptake analysis assay. 24 h after seeding, cells were pre-incubated at 4 °C or exposed to either Chlorpromazine (50 µM), Genistein (100 µM), Amiloride (100 µM) or Methyl-β-cyclodextrin (1 mM) (Sigma-Aldrich) for 30 min and then treated with 1 wt% F-poly(CEP) for another 4 h at 4 and 37 °C, respectively. Cells treated with media only served as control. All groups were processed as per described previously for flow cytometry.

#### Internalisation analysis by immunofluorescence

ES-RPE cells were seeded on 12-well chamber slides (Ibidi) at a density of approximately 50,000 cells/cm^2^ and incubated for 24 h. The basal media was replaced with basal media containing 1 wt% F-poly(CEP) for another 24 h. Chloroquine (50 µM; Sigma-Aldrich) was added during the last 4 h and LysoTracker™ Red DND-99 (75 nM; Thermo Fisher Scientific) was added during the last 1 h. At the endpoint, cells were fixed with 4% paraformaldehyde (PFA; Sigma Aldrich) for 10 min and proceeded with IF.

### TNF-α and TGF-β1 (TNT)-induced model of proliferative vitreoretinopathy (PVR)

ES-RPE cells were seeded at 50,000 cells/cm^2^ of an uncoated 24-well culture plate (Corning) in basal media. After 16–20 h, the medium was replaced by 10 ng/mL Recombinant Human Tumour Necrosis Factor-alpha (TNF-α; R&D Systems) and 10 ng/mL Recombinant Human Transforming Growth Factor-beta1 (TGF-β1; PeproTech) in basal media and further cultured for 72 h to induce membrane formation^41^. For direct exposure, poly(CEP) (0.1, 0.5 and 1 wt%) were pre-dissolved in basal media without TNT as a polymer control or with TNT (poly(CEP) + TNT). For indirect exposure, 10 wt% poly(CEP) hydrogel was placed in a Millicell Hanging Cell Culture Insert (400 nm pore size; Merck Millipore) with TNT added into the exterior well (10 wt% poly(CEP) + TNT). The treated cells from direct exposure were placed in an incubator equipped with a time-lapse microscope (IncuCyte^®^ ZOOM). Cells were imaged at predetermined locations within the wells every 1–2 h for a total of 72 h. At the endpoint, phase contrast images of each group were acquired with Zeiss Axio Vert.A1 microscope equipped with a digital camera and cells were then fixing with 4% PFA for 10 min. The number of membranes per well were counted by two independent blinded evaluators.

### IF of PFA-fixed ES-RPE cells

PFA-fixed cells were blocked with 3% BSA in PBS for 1 h at RT followed by incubation with primary antibodies diluted in 0.5% BSA (Supplementary Table 4) overnight at 4 °C. Next, they were incubated with the corresponding Alexa Fluor conjugated secondary antibodies diluted in PBS (Supplementary Table 4) at RT for 30 min. Cells stained with secondary antibody only served as negative controls. Nuclei were stained with Hoechst 33342. Fluorescence images were captured at 3 to 5 random areas per well using Zeiss Axio Vert.A1 microscope equipped with a digital camera.

### Cell proliferation studies

ES-RPE cells were seeded in triplicates at 50,000 cells/cm^2^ in a 96-well microtiter plate (Greiner Bio-One) in basal media with 5% FBS. After 16 h, the medium was removed and replaced by each concentration (0.001, 0.01, 0.1, 0.5, and 1 wt%) of poly(CEP) dissolved in basal media with 5% FBS. Media only served as a control. The plates were incubated at 37 °C under a time-lapse microscope (IncuCyte^®^ ZOOM). Experiments were conducted for 72 h with data collection every 6–8 h. Using the 10× objective, three phase-contrast images were taken per time point at predetermined locations. At the endpoint, cells were fixed with 4% PFA for 10 min, followed by Ki67 IF.

### Image analysis for cell proliferation

Two separate image processing pipelines for quantitative analysis of phase contrast (quantifying cell confluence with respect to time) and fluorescence images (quantify nuclei, Ki67 positive cell populations and quantify NRF2 nuclear intensity) were developed using Image Processing Toolbox™ in MATLAB^®^ (MathWorks; version 2019b). The phase contrast pipeline first removed noise using Gaussian filter (σ = 2). The cellular regions had high local entropy (pixel-wise) in the 9-by-9 neighbourhood. The pipeline then segmented cellular region using entropy filter and thresholding along with morphological operations to determine the mean confluence (%) that was plotted against time (h). Similarly, fluorescence image pipeline removed noise using Gaussian filter (σ = 1). The cells here also had high local entropy (pixel-wise, 405 channel) and hence could be segmented using entropy filter and thresholding along with morphological operations to determine the mean nuclei count. The individual cells were quantified as proliferating cells (Ki67 positive) if their mean intensity in 488 channel was higher than 10. Both 405 and 488 channels were overlaid and Ki67 positive nuclei (%) was plotted. Whereas for NRF2 nuclear localisation, 405 (nuclei) and 488 (NRF2) channels were overlaid, and the nuclear MFI was calculated.

### Cell cytotoxicity assay

ES-RPE cells were seeded and exposed to poly(CEP) solutions (0.001, 0.01, 0.1, 0.5, and 1 wt%) as described previously. Basal media only was used as control. At the endpoint of 72 h, lactate dehydrogenase (LDH) leakage into the medium, was assessed with the Cytotoxicity LDH Assay Kit (Dojindo) according to the manufacturer’s protocol. In brief, absorbance was measured at 490 nm (for LDH released) and subtracted from 690 nm (for background) using multi-mode microplate reader (Biotek; Synergy HTX).

### Scratch wound healing assay

ES-RPE cells were seeded at 300,000 cells/cm^2^ in a 96-well Image Lock plate (Essen BioScience). Upon reaching 100% confluence, cells were scratched using the WoundMaker™ (Essen BioScience) according to the manufacturer’s instructions. Thereafter, cells were washed with basal media and replaced with either basal media only (served as a control), media with poly(CEP) (0.1 or 1.0 wt%), TNT or poly(CEP) (0.1 or 1.0 wt%) + TNT. Scratch wound healing data were collected every 1–2 h for 48 h by IncuCyte® ZOOM with a scratch wound software module (Essen BioScience). Phase contrast images, which fully captured the scratch wound and surrounding cellular environment, were taken per well per time point at the same location. Data was analysed using MATLAB (MathWorks; version R2019a) using the methods of frequency filtering and mathematical morphology to approximate the boundaries of cellular regions by analysing and comparing the image data inputs. The function was modified from a prior work^66^. Wound recovery (%) was calculated using [(*A*_*t*=0h_ − *A*_*t*=Δh_)/*A*_*t*=0h_] × 100, where *A*_*t*=0h_ was the area of the wound measured immediately after scratching (time zero), and *A*_*t*=Δh_ was the area of the wound measured 12, 24, and 36 h after the scratch was performed.

### Reverse transcription quantitative real-time polymerase chain reaction (RT-qPCR)

#### ES-RPE cell and rabbit tissue lysis, and RNA purification

Untreated ES-RPE cells or after TNT and/or poly(CEP) treatment were directly lysed at endpoint with 350 µL of RLT buffer (Qiagen) containing 1% β-mercaptoethanol (Sigma-Aldrich). Whereas, RPE-choroid and retina tissues were harvested from poly(CEP)-filled rabbit eyes (without PVR induction) by directly enucleated after euthanising the animals at 1 month (*n* = 3) and 2 months (*n* = 3) post-surgery. Respective tissues from non-operated eyes (*n* = 3) served as controls. Enucleated rabbit eyes were immediately dissected to remove the anterior segment containing the cornea, iris and lens. The eye cups were cut into a flower shape before gently pulling out the retinas. The RPE-choroid patches were next gently peeled from the underlying sclera. Each tissue was then lysed with 600 µL of RLT buffer containing 1% β-mercaptoethanol. Total RNA from both ES-RPE cells and rabbit tissues were extracted and purified with RNeasy Mini Kit (Qiagen) following the manufacturer’s recommended protocol.

#### cDNA synthesis and qPCR

500 ng of purified RNA from ES-RPE cells was reverse transcribed to cDNA using iScript Reverse Transcription Kit (Bio-Rad). This was followed by quantitative PCR (qPCR) with gene specific primers (Supplementary Table 5) using KAPA SYBR FAST qPCR Master Mix (2X) Kit (Sigma-Aldrich) on QuantStudio 5 Real-Time PCR system (Thermo Fisher Scientific). Experiments were performed in technical triplicates. Data analysis was performed using the comparative CT method. The expression levels were normalised to those of housekeeping gene, *Gapdh*.

### Whole-transcriptome sequencing and analysis

#### RNA sequencing (RNA-Seq)

For total mRNA extraction from ES-RPE cells, cells were subjected to four different conditions, at time point 8 and 24 h. These conditions include: media only, 1 wt% poly(CEP) alone, TNT alone and 1 wt% poly(CEP) + TNT. Each condition had three replicates. For total mRNA extraction from tissues, RPE-choroid and retina tissues were collected from three conditions: non-operated control rabbit eyes, and 1 month and 2 month poly(CEP)-filled eyes. Each condition had three biological replicates. Total mRNA for both cells and tissues was extracted as per the procedure in RT-qPCR above. Preliminary quality control (QC) was done with Agarose Gel Electrophoresis and sample integrity was evaluated with Agilent 2100 Bioanalyzer (minimum RIN requirement ≥8). Illumina sequencing libraries were constructed using NEBNext^®^ Ultra™ II Directional RNA Library Prep Kit (NEB #E7765). The samples were sequenced on an Illumina NovaSeq 6000, and we obtained approximately 20 million reads per sample.

#### Bioinformatics

Sequenced reads were trimmed using Trim Galore (https://github.com/FelixKrueger/TrimGalore) and mapped to the human reference genome (GRCh38) using HISAT2^67^. The same approach was used to map reads from the in vivo RNA-Seq experiment to the rabbit reference genome (OryCun2.0). Read counts per gene were quantified using HTSeq^68^ and a variance-stabilising transformation^69^ was used to normalise the data. Differential expression analysis between the four different conditions was performed using DESeq2^69^, and an R implementation^70^ of GSEA^71^ was performed on genes pre-ranked by the Wald statistic. All R scripts were run using RStudio.

### Statistical analysis

All data are reported as mean ± s.d. Data normality were assumed for all sample sets. Statistical significance between two samples was determined using Student’s unpaired *t* test. For comparison between more than two samples, one-way analysis of variance (ANOVA) followed by pairwise testing with Tukey’s honest significance difference (HSD) post hoc test was done. *P*-values below 0.05 were considered significant. All analyses were performed using GraphPad Prism (ver. 8.1.1). Sample sizes for each experiment are presented in the corresponding figure caption.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of additional Supplementary File

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Reporting Summary

## Data Availability

The authors declare that all data supporting the results in this study are available within the paper and its Supplementary Material, or from the corresponding author upon reasonable request. Human reference genome (GRCh38) for in vitro RNA-Seq and rabbit reference genome (OryCun2.0) for in vivo RNA-Seq, and WikiPathways gene sets from “MSigDB [http://www.gsea-msigdb.org/]” were used. In vitro RNA-Seq data have been deposited to the Gene Expression Omnibus (GEO), with the dataset identifier “GSE176513”. In vivo RNA-Seq data have been deposited to the GEO, with the dataset identifier “GSE200476”. Source data, R codes, and RNA-seq data are provided with this paper. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: A bio-functional polymer that prevents retinal scarring through modulation of NRF2 signalling pathway
**Source:** Nat Commun. 2022 May 19;13:2796. doi: 10.1038/s41467-022-30474-6
**Supplement:** Supplementary file 1 — Supplementary Information

## Table of Contents

Supplementary Fig. 1 | Synthesis and characterisation of poly(CEP) using nuclear magnetic resonance (NMR) and gel permeation chromatogram (GPC).

Supplementary Fig. 2 | *In vivo* ophthalmic follow-up of air-filled PVR model and after treatment with poly(CEP) or SF<sub>6</sub> gas.

Supplementary Fig. 3 | Multimodal ophthalmic follow-ups and histology of controls.

Supplementary Fig. 4 | Characterisation of poly(CEP) micelles.

Supplementary Fig. 5 | Micelle shedding from poly(CEP) hydrogel monitored using DPH.

Supplementary Fig. 6 | RPE identity genes (*Rpe65* and *Otx2*) and epithelial junction genes (*Tjp1* and *Cdh1*) were quantified at mRNA level.

Supplementary Fig. 7 | RNA-Seq after 1wt% poly(CEP) exposure.

Supplementary Fig. 8 | Widespread transcriptomic changes mediated by 1wt% poly(CEP) micelles at 8 h.

Supplementary Fig. 9 | Differentially regulated genes in NRF2 pathway at 8 h time point.

Supplementary Fig. 10 | Differentially regulated genes in NRF2 pathway in retina and RPE-choroid tissues.

Supplementary Fig. 11 | Flow cytometry gating strategy.

Supplementary Table 1 | Calculation of PEG, PPG, PCL, and HMDI compositions in poly(CEP) based on NMR integrals of the respective characteristic peaks.

Supplementary Table 2 | Summary of animal study.

Supplementary Table 3 | Correlation of log<sub>2</sub> RNA-Seq fold change (fc) values to log<sub>2</sub> RT-qPCR fc values.

Supplementary Table 4 | Primary and secondary antibodies list.

Supplementary Table 5 | Primer list.

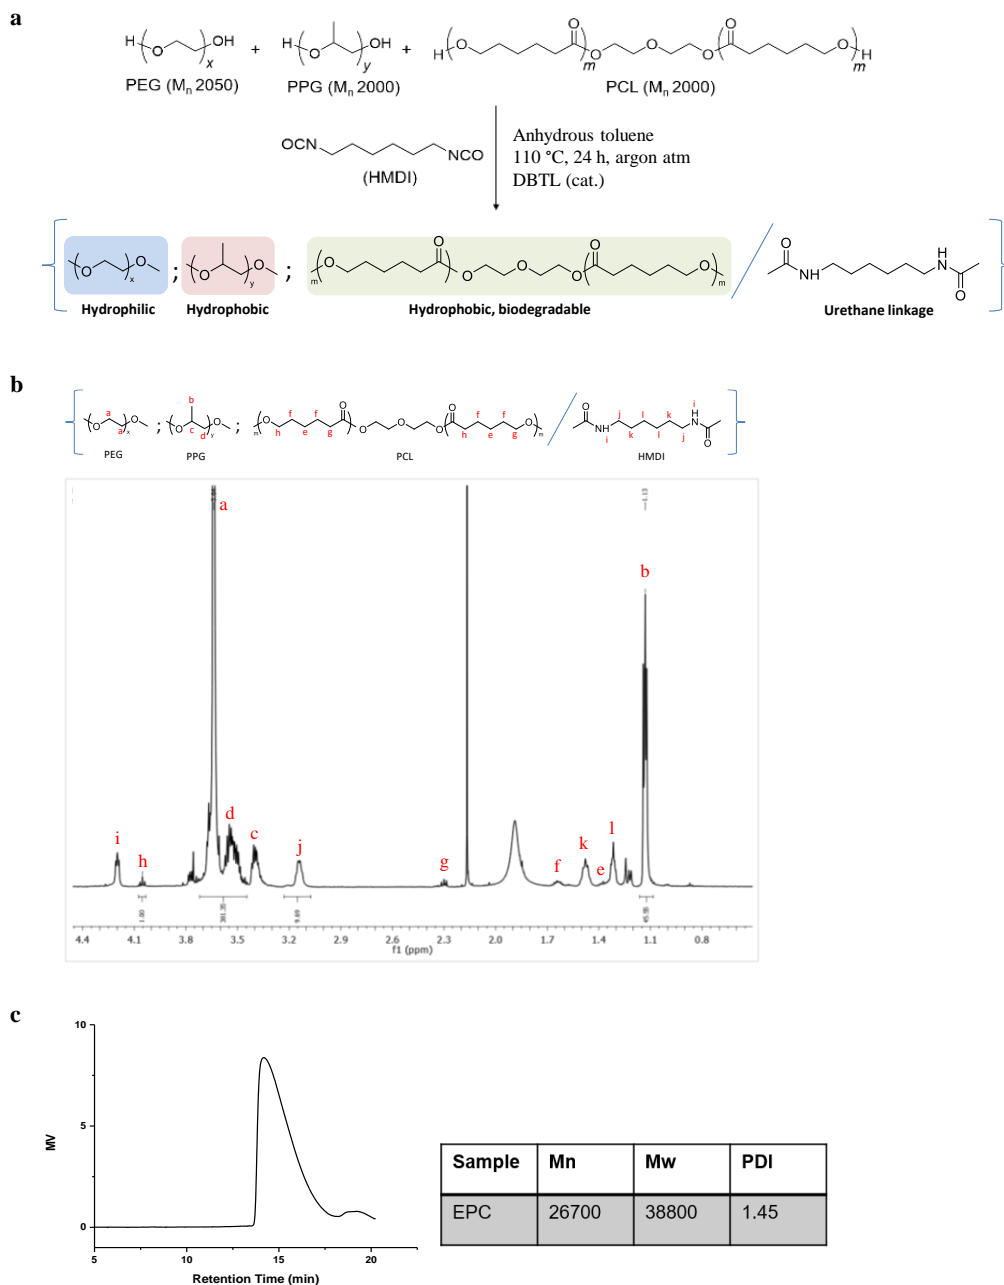

**Supplementary Fig. 1 | Synthesis and characterisation of poly(CEP) using nuclear magnetic resonance (NMR) and gel permeation chromatogram (GPC).** (a) Schematic representation of poly(PEG/PPG/PCL) (termed poly(CEP)) synthesis and chemical structure. (b) The corresponding protons from the NMR spectrum were identified and integration ratios of the characteristic PEG, PPG, PCL, and HMDI peaks shown in Table S1. (c) GPC was done in tetrahydrofuran (THF) at 40 °C using a Waters GPC system equipped with refractive index detector. The number average ( $M_n$ ), weight average ( $M_w$ ), and polydispersity index (PDI) of poly(CEP) was obtained. MV = millivolts.

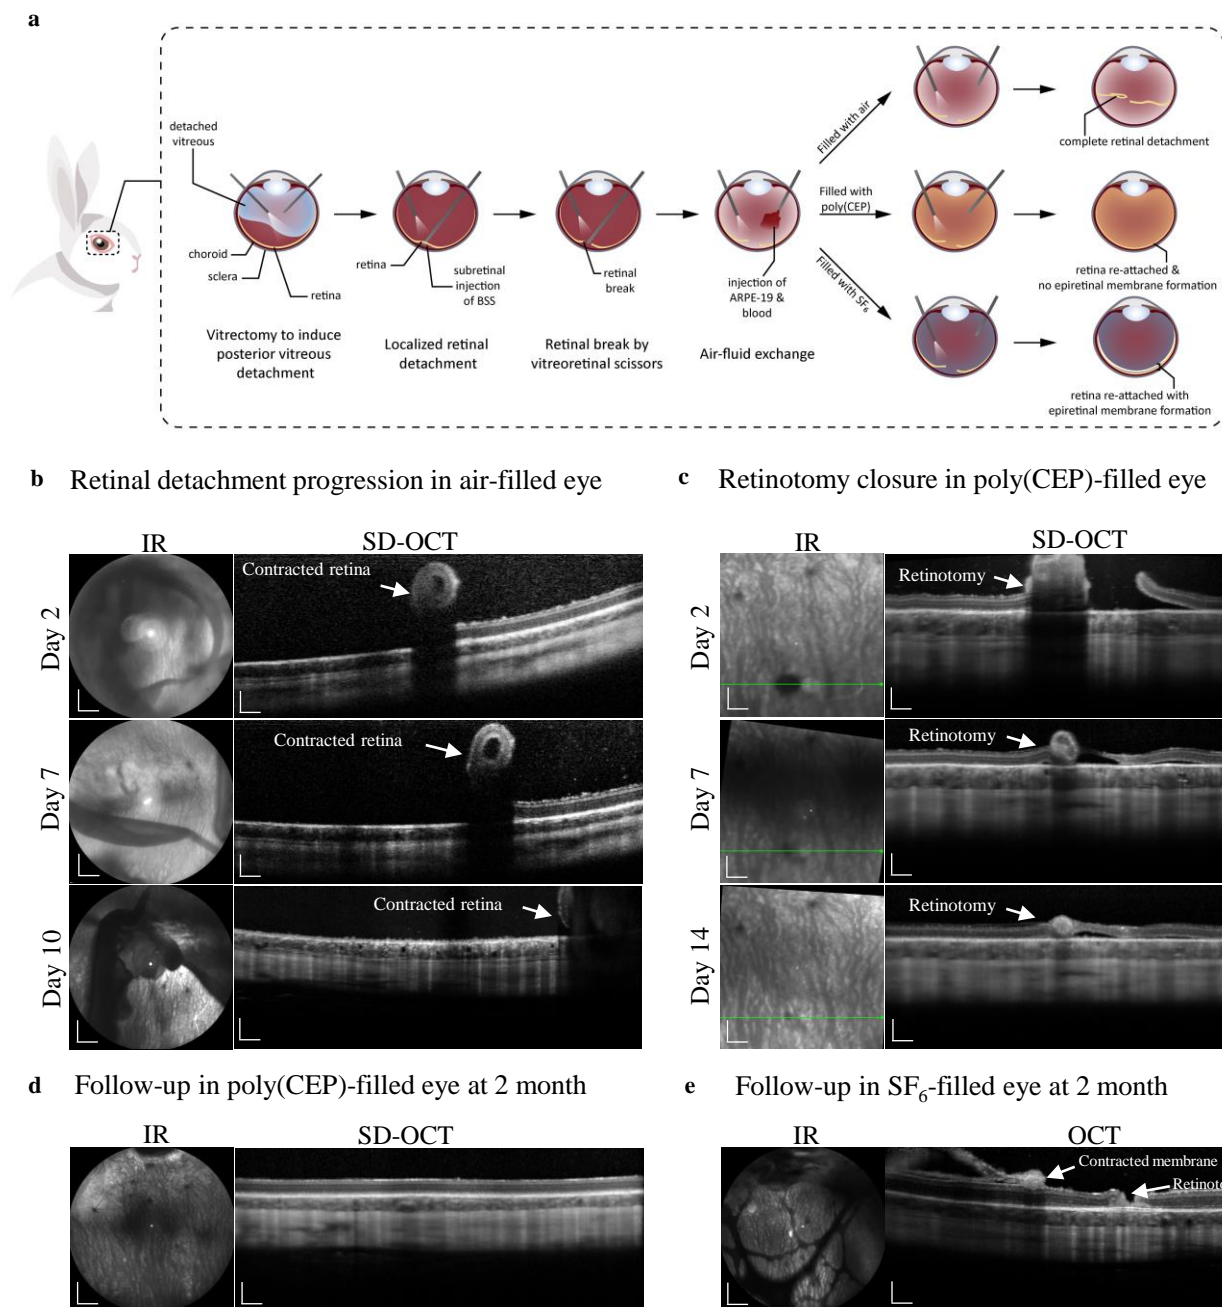

**Supplementary Fig. 2 | *In vivo* ophthalmic follow-up of air-filled PVR model and after treatment with poly(CEP) or SF<sub>6</sub> gas.** (a) Schematic diagram of establishing the rabbit model of PVR and treatment with 10wt% poly(CEP) or 20% SF<sub>6</sub>. (b) RD in air-filled eye ( $n=5$ ) (experimental PVR model) was followed up to day 10 using IR and SD-OCT showing contracted and detached retina. (c) In the poly(CEP)-filled eye ( $n=8$ ), the retinotomy created during the induction of PVR was seen to be partially closed at day 14. (d) At 2 months, poly(CEP)-filled eye ( $n=4$ ) showed a clear IR image and a normal retinal structure with healed retinotomy, indicating the protection conferred by poly(CEP) against PVR. (e) SF<sub>6</sub>-filled eye ( $n=3$ ) showed black shadows in the IR image indicating presence of membranes, which was further confirmed by the SD-OCT image. Retinotomy site is not closed. Scale bar, 2 mm in IR images, 200  $\mu$ m in OCT images.

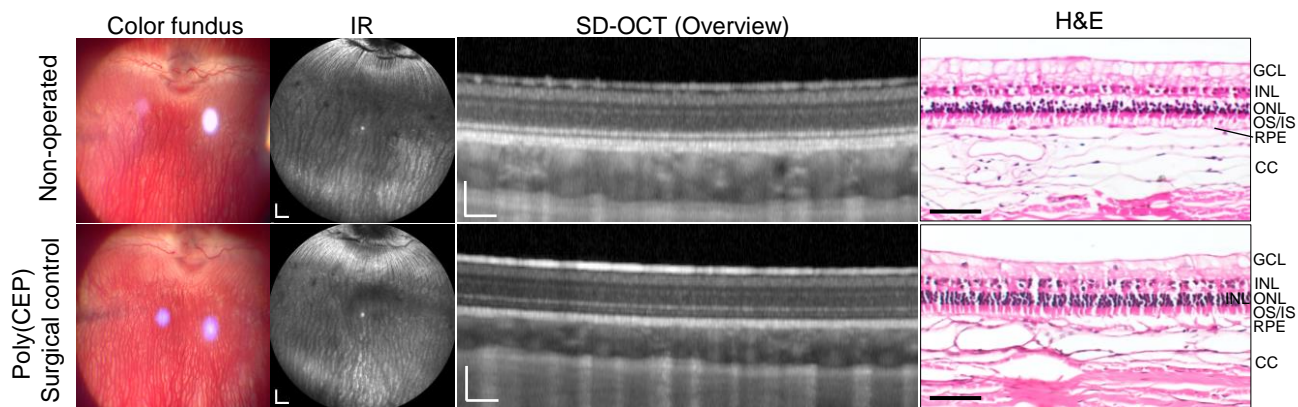

**Supplementary Fig. 3 | Multimodal ophthalmic follow-ups and histology of controls.** Color fundus and IR images showed poly(CEP) was transparent in vitreous cavity with normal vasculature. Retinal structure and thickness were well-maintained in poly(CEP)-surgical control group ( $n=5$ ) in SD-OCT and H&E images at 2 months post-surgery, and comparable to non-operated control ( $n=5$ ). GCL = ganglion cell layer. INL = inner nuclear layer. ONL = outer nuclear layer. OS/IS = outer segment/ inner segment. RPE = retinal pigment epithelium. CC = Choriocapillaris. Scale bar for IR panel, 2 mm; SD-OCT panel, 200  $\mu\text{m}$ ; H&E panel, 100  $\mu\text{m}$ .

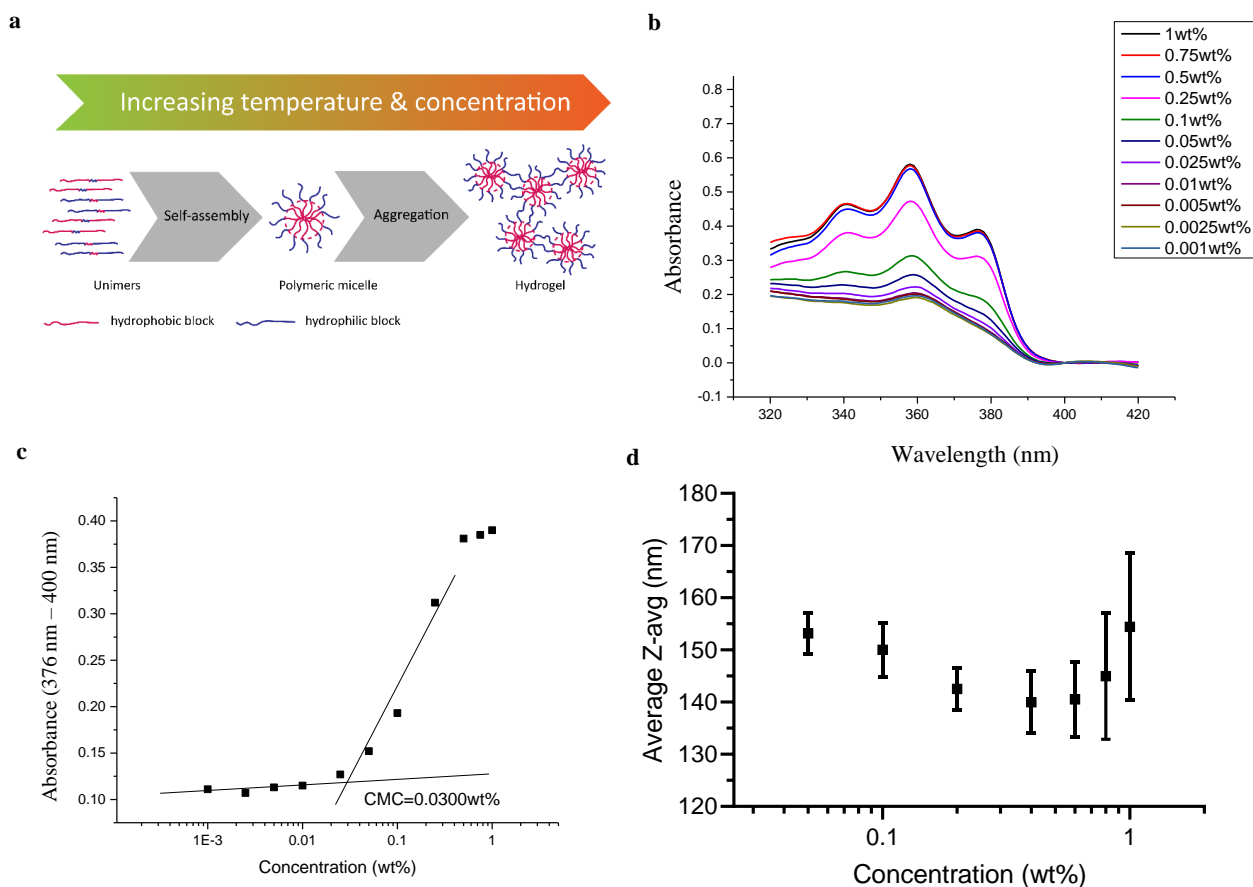

**Supplementary Fig. 4 | Characterisation of poly(CEP) micelles.** (a) Schematic showing three phases of poly(CEP) (unimer, polymeric micelle and hydrogel) dependent on temperature and concentration. (b) The absorbance spectra of 1,6-diphenyl-1,3,5-hexatriene (DPH) when added to increasing concentrations of poly(CEP) in basal cell culture medium at 37 °C (body temperature). Characteristic absorbance peaks of DPH are observed at 344, 358 and 376 nm and absorbance increases with higher concentrations. (c) Determination of critical micelle concentration (CMC) by extrapolating the difference in DPH absorbance at wavelengths 376 nm and 400 nm in the unimeric and micellar regions. CMC = 0.03 wt%. (d) Average sizes (Z-avg) of poly(CEP) micelles at various concentrations measured by dynamic light scattering. Data represents mean  $\pm$  s.d. of three replicates.

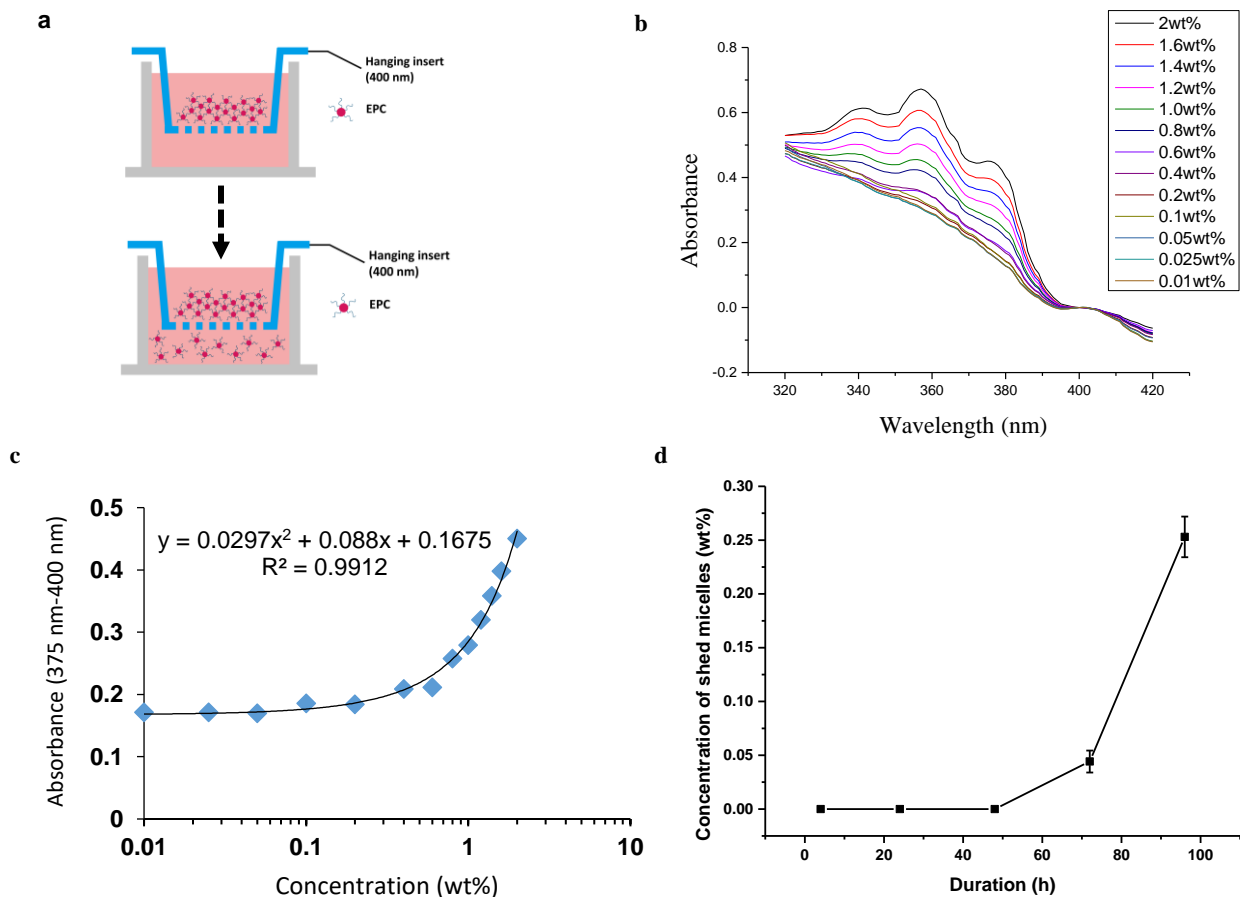

**Supplementary Fig. 5 | Micelle shedding from poly(CEP) hydrogel monitored using DPH.** (a) Schematic of 10wt% poly(CEP) hydrogel placed in hanging cell culture insert and polymeric micelle shedding into the exterior chamber over time. (b) DPH absorbance spectra of poly(CEP) micelle solutions at various concentrations in basal media. (c) Standard curve of the micelle concentrations against difference in DPH absorbance (375 nm – 400 nm). A quadratic trend line is fitted to the curve; the equation of the trend line is as shown in the graph and the  $R^2$  is 0.9912, suggesting that the trend line fits suitably with the curve. (d) Graph showing the concentration of shed micelles (wt%) into the exterior well from 10wt% hydrogel placed in hanging inserts. Significant surface erosion and micelle shedding is observed after 48 h and continued increasing until 96 h. Data represents mean  $\pm$  s.d. of three replicates.

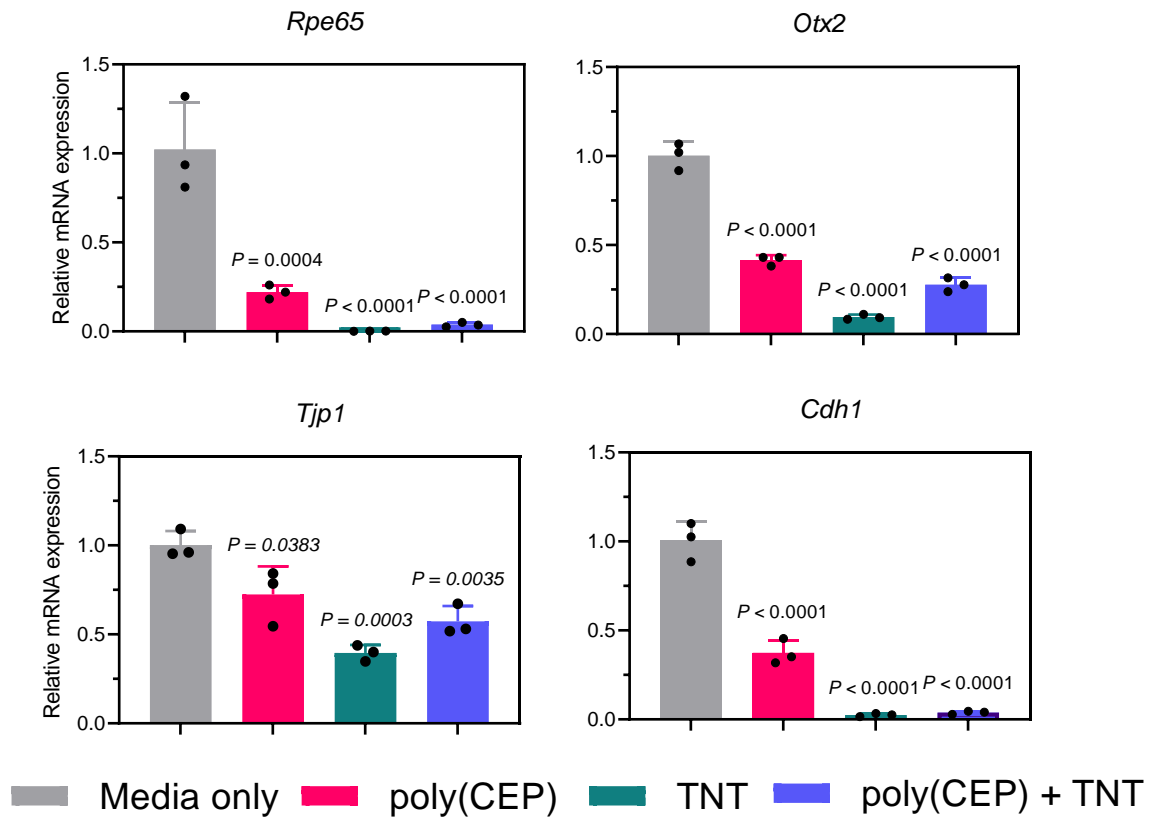

**Supplementary Fig. 6 | RPE identity genes (*Rpe65* and *Otx2*) and epithelial junction genes (*Tjp1* and *Cdh1*) were quantified at mRNA level.** Reduction of all four genes was observed with the addition of TNT, which was not reversed by poly(CEP) + TNT. Data represents mean  $\pm$  s.d. of three replicates for RT-qPCR. Statistical analysis was calculated using one-way ANOVA, followed by Tukey's honest significance difference (HSD) *post-hoc* test.

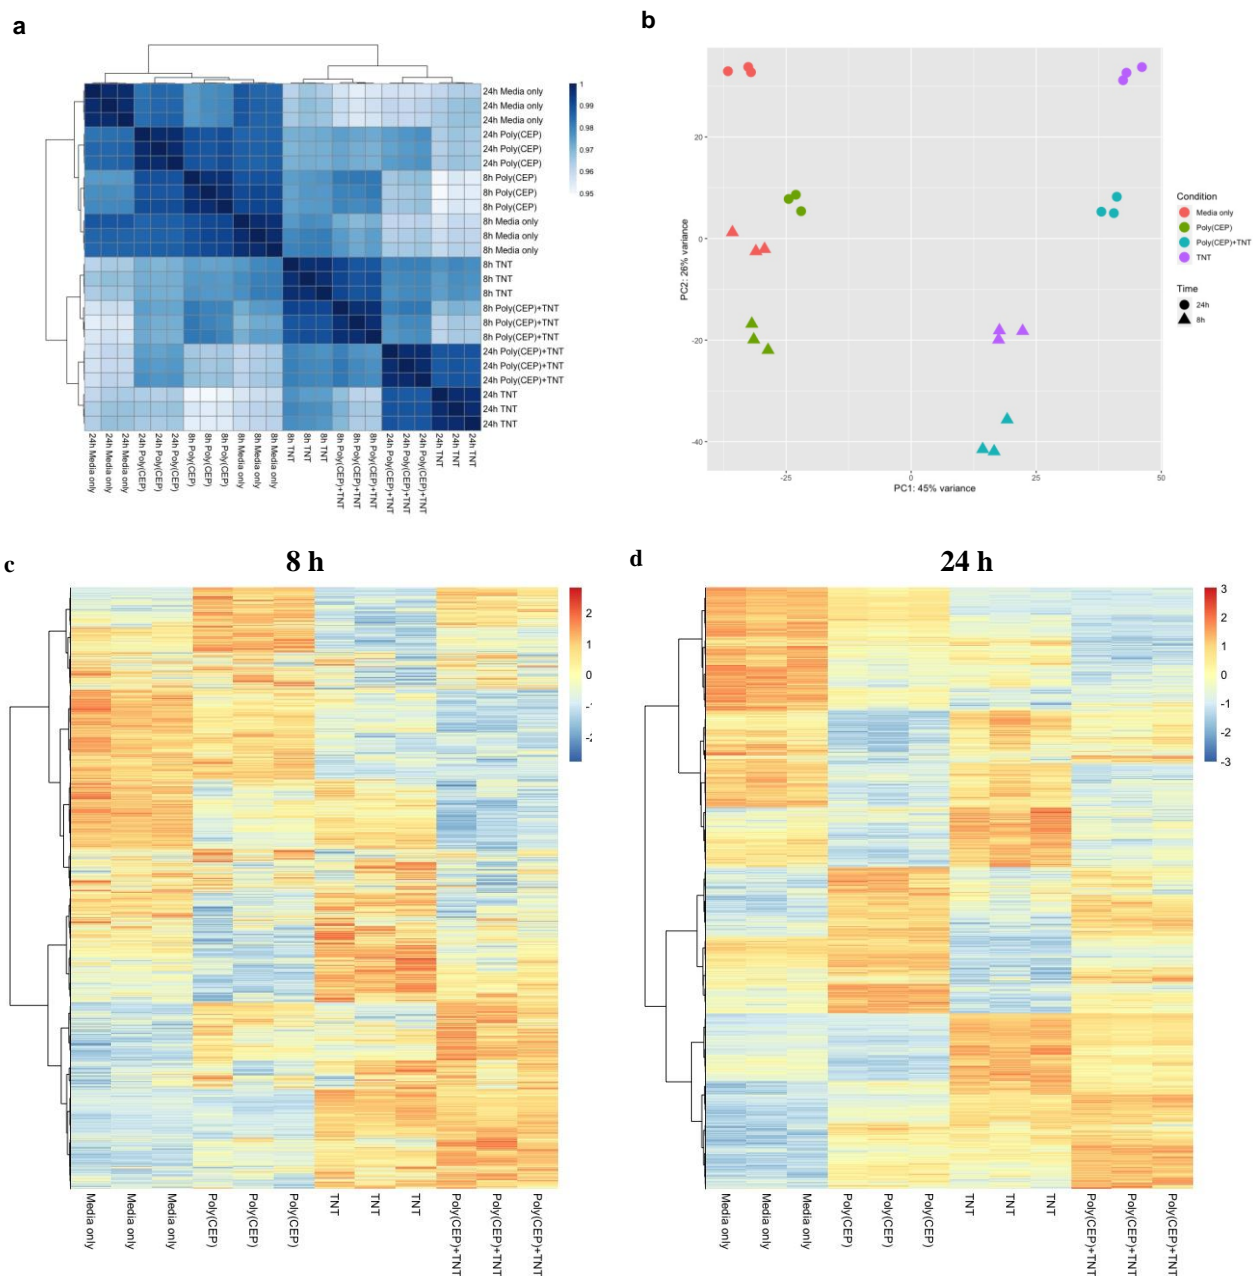

**Supplementary Fig. 7 | RNA-Seq after 1wt% poly(CEP) exposure.** (a) Correlation heatmap of gene expression profiles from RNA sequencing of all four groups (Media only, 1 wt% poly(CEP), TNT and 1 wt% poly(CEP) + TNT) at two time points (8 and 24 h), each done in triplicates. The intensity of each box corresponds to the pairwise Pearson's correlation coefficient value shown in the legend. (b) Principal component analysis (PCA) of all samples. Triplicates of each condition within same timepoint group together, revealing minimal gene expression variation between triplicates. (c and d) Hierarchical clustering heatmaps of differentially expressed genes (Wald test, Benjamini-Hochberg (BH)  $P_{\text{adj}} < 0.05$ ) identified by comparing all four groups at 8 and 24 h.

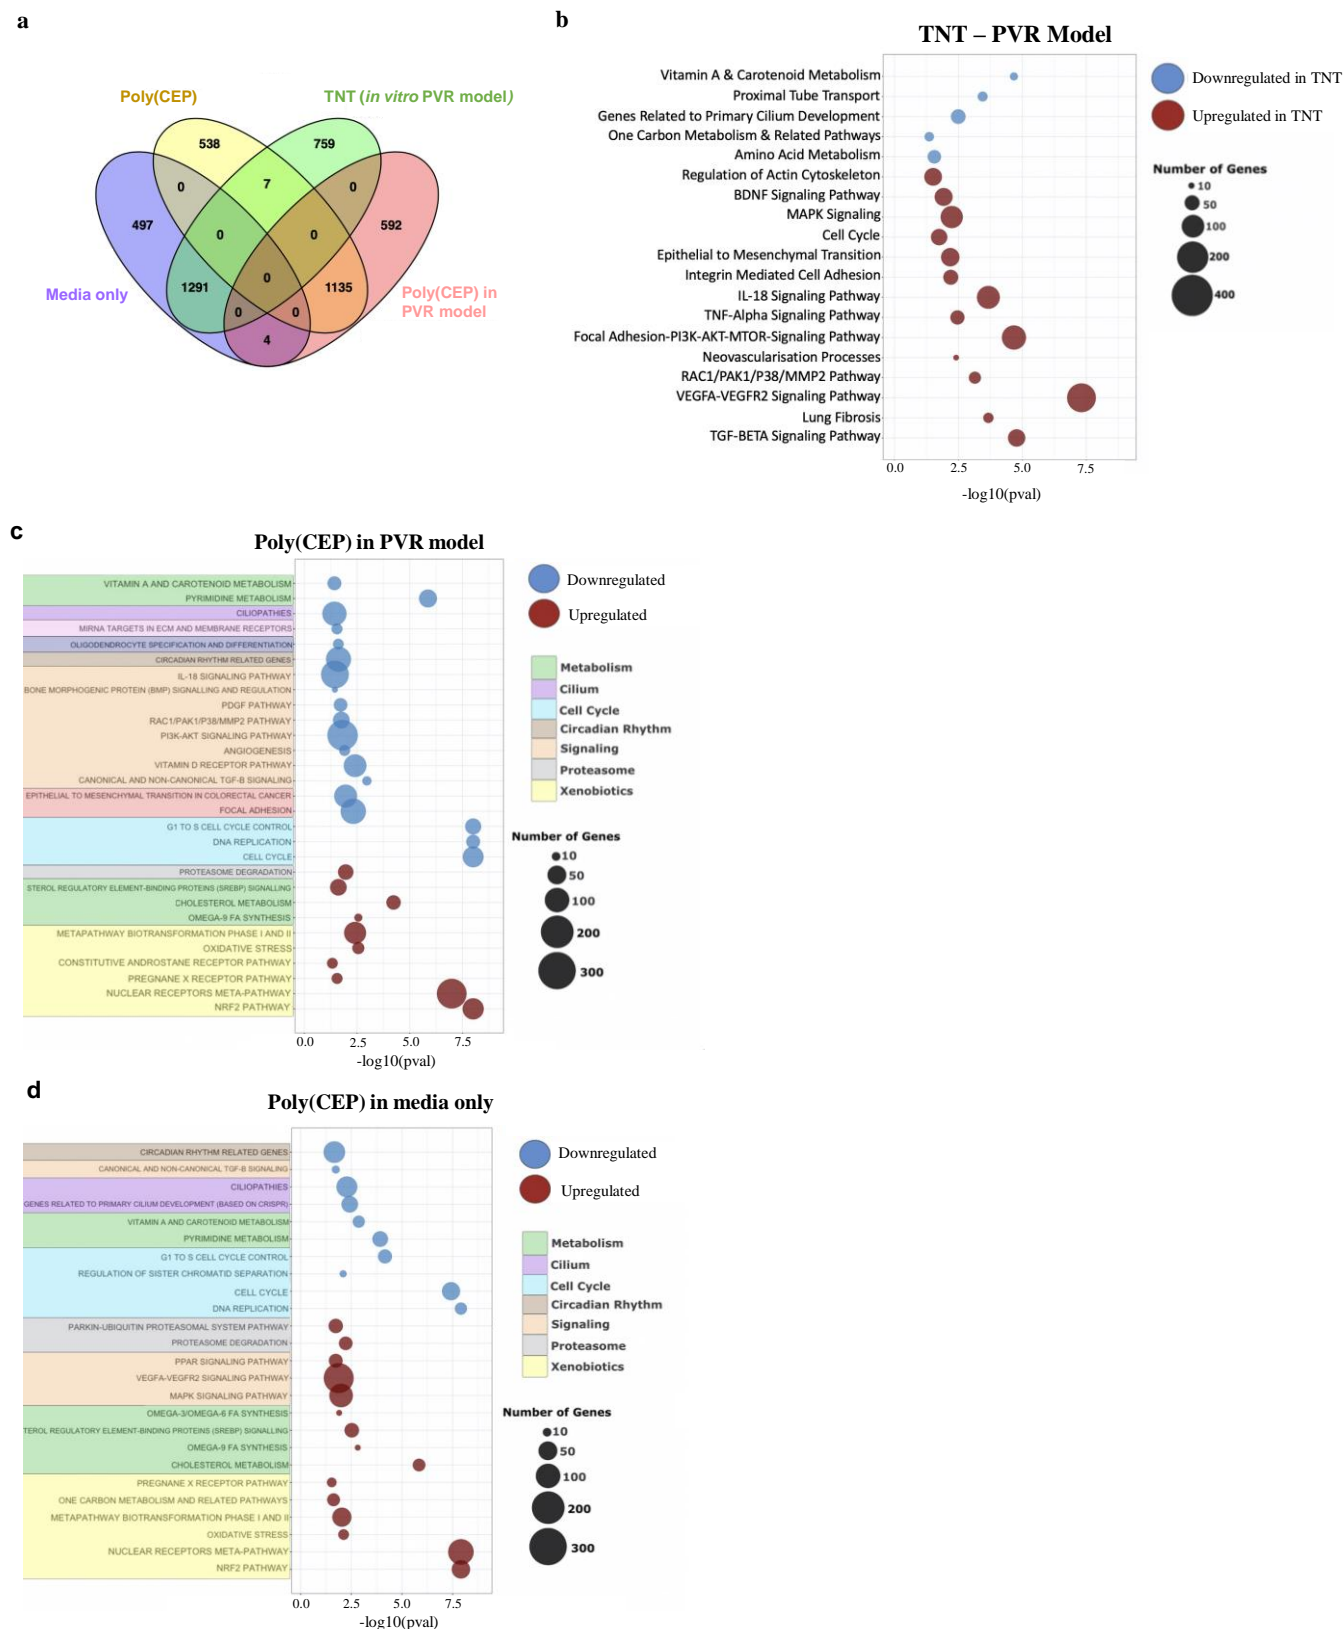

**Supplementary Fig. 8 | Widespread transcriptomic changes mediated by 1wt% poly(CEP) micelles at 8 h.** (a) Venn diagram showing overlap of DEGs (Wald test, BH  $P_{adj} < 0.05$ ) at 8 h identified by DESeq2 at 8 h post-exposure to poly(CEP), TNT or poly(CEP) + TNT. (b) GSEA was performed on the *in vitro* PVR model induced by TNT, which showed upregulation of classical pathways involved in PVR pathogenesis. (c and d) GSEA was used to identify upregulated and downregulated pathways at 8 h after poly(CEP) in PVR model or in media only.

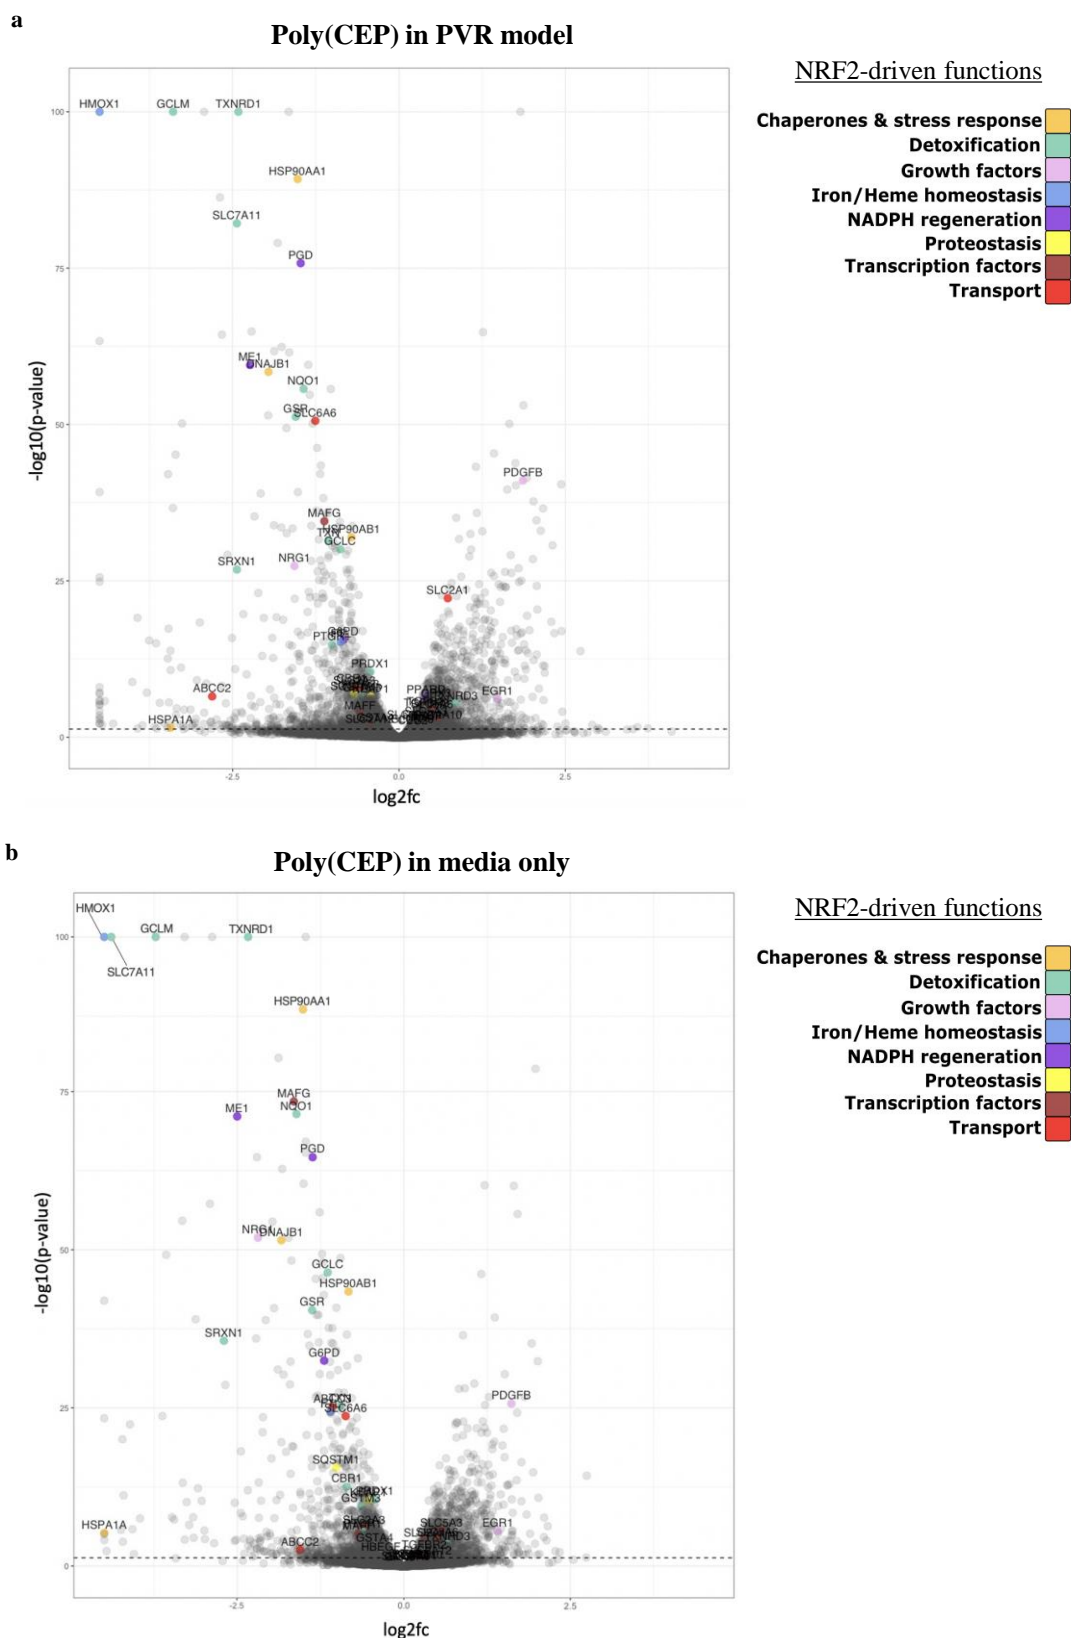

**Supplementary Fig. 9 | Differentially regulated genes in NRF2 pathway at 8 h time point. (a and b) Volcano plot showed >40 genes in NRF2 signaling cascade (highlighted in colour) were upregulated at 8 h after poly(CEP) exposure in the presence and absence of TNT. *P*-values were calculated using the Wald test. The BH method was used to adjust *p*-value for multiple comparisons. Dashed line indicates  $P_{adj} = 0.05$ .**

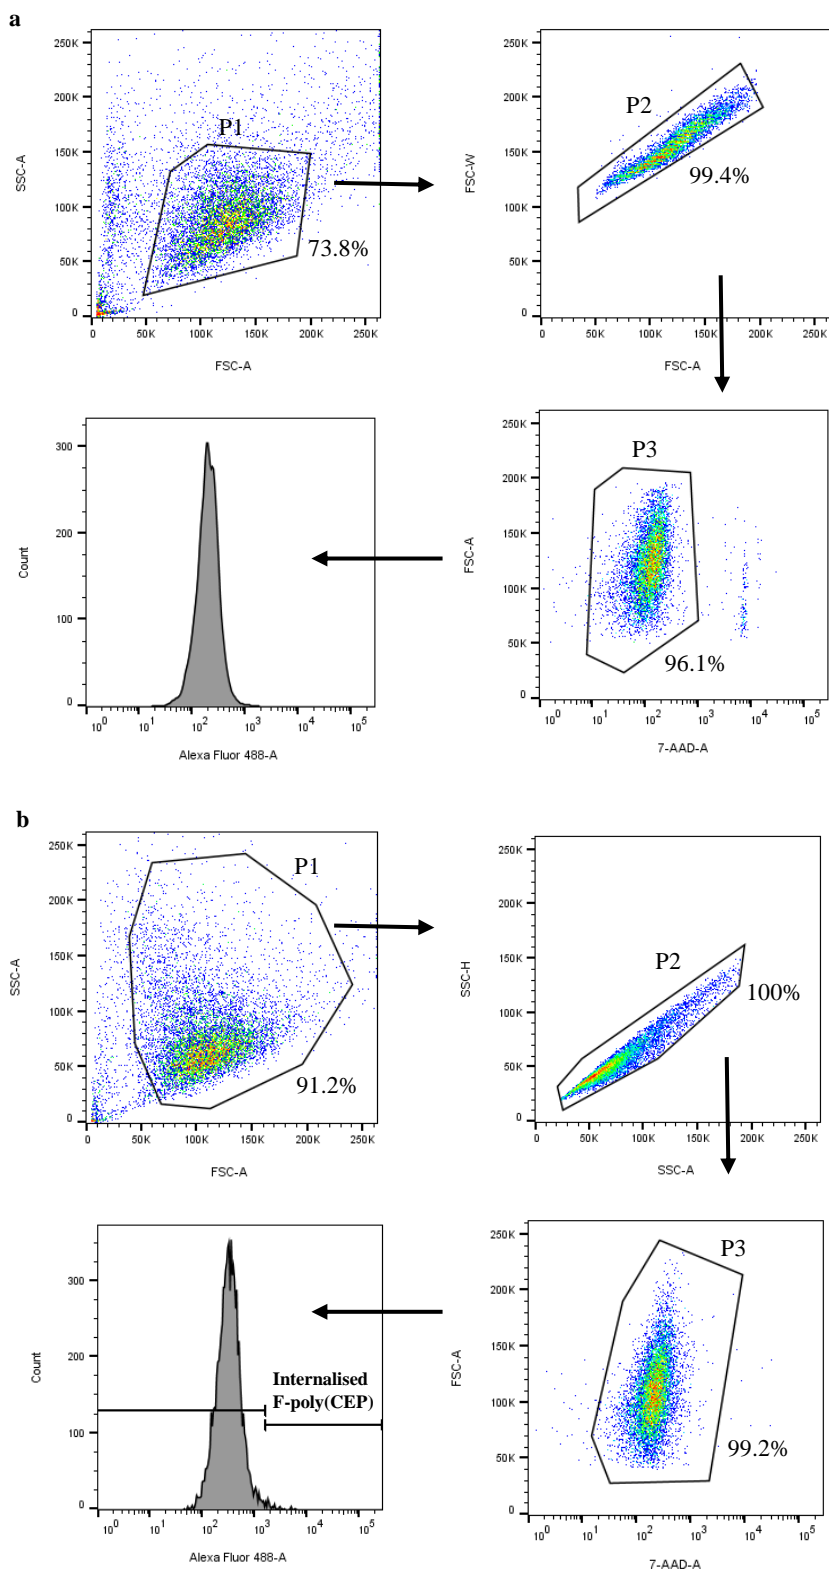

**Supplementary Fig. 11 | Flow cytometry gating strategy.** Gating was performed by first selecting all cells (P1, exclusion of debris and large clumps) followed by exclusion of doublets (P2), and selection of live cells by exclusion of 7-AAD positive cells (P3) and in **(a)** measurement of MFI (Alexa Fluor 488 channel) or **(b)** gating of Alexa Fluor 488 histogram for % of internalised F-poly(CEP).

**Supplementary Table 1 | Calculation of PEG, PPG, PCL, and HMDI compositions in poly(CEP) based on NMR integrals of the respective characteristic peaks.** PEG = poly(ethylene glycol). PPG = poly(propylene glycol). PCL = poly( $\epsilon$ -caprolactone). HMDI = hexamethylene diisocyanate. NMR = nuclear magnetic resonance.

| Macromonomer                                                     | PEG  | PPG  | PCL    | HMDI |
|------------------------------------------------------------------|------|------|--------|------|
| Mass of macromonomer                                             | 2050 | 2000 | 2000   | 168  |
| Mass of repeating unit                                           | 44   | 58   | 114    | 168  |
| No. of repeating units per macromonomer                          | 46.2 | 34.2 | 17.4   | 1    |
| No. of protons per repeating unit contributing to specified peak | 4    | 3    | 2      | 4    |
| No. of protons per macromonomer contributing to specified peak   | 185  | 103  | 34.8   | 4    |
| Relative NMR integrals                                           | 351  | 45.6 | 1      | 9.69 |
| Mole ratio of macromonomers in polymer                           | 1.90 | 0.44 | 0.0288 | 2.42 |
| Normalised mole ratio of macromonomers in polymer                | 4.27 | 1    | 0.0647 | 5.45 |

**Supplementary Table 2 | Summary of animal study.** Rabbit model of PVR was established by creating a local RD and co-injecting ARPE-19 cells and rabbit blood. Rabbit eyes filled with air served as positive control ( $n=5$ , Case #1-5). Experimental rabbit eyes were then either filled with poly(CEP) ( $n=8$ , Case #6-13) or SF<sub>6</sub> gas ( $n=5$ , Case #14-18). Eyes ( $n=8$ , Case #19-21, #4, #12, #13, #17, #18 contralateral eyes) filled with poly(CEP) after vitrectomy, without PVR model creation (inducing RD, injection of ARPE-19 cell together with rabbit blood), served as an additional surgical control. RD = retinal detachment. ERM = epiretinal membrane.

| Case ID                 | Tamponade                          | <i>In vivo follow-up findings</i>                       | PVR grading | Follow-up duration |
|-------------------------|------------------------------------|---------------------------------------------------------|-------------|--------------------|
| #1                      | Air                                | Total RD and contracted retina                          | 5           | 14 days            |
| #2                      | Air                                | Total RD and contracted retina                          | 5           | 14 days            |
| #3                      | Air                                | Total RD and contracted retina                          | 5           | 2 months           |
| #4                      | Air                                | Total RD and contracted retina                          | 5           | 2 months           |
| #5                      | Air                                | Partial RD and contracted retina                        | 5           | 2 months           |
| #6                      | Poly(CEP)                          | Presence of intravitreal membrane, No RD                | 1           | 14 days            |
| #7                      | Poly(CEP)                          | Presence of intravitreal membrane, No RD                | 1           | 14 days            |
| #8                      | Poly(CEP)                          | Presence of intravitreal membrane, No RD                | 1           | 14 days            |
| #9                      | Poly(CEP)                          | Presence of intravitreal membrane, No RD                | 1           | 14 days            |
| #10                     | Poly(CEP)                          | Presence of ERM but no retinal traction                 | 1           | 2 months           |
| #11                     | Poly(CEP)                          | Presence of ERM with presence of focal retinal traction | 2           | 2 months           |
| #12                     | Poly(CEP)                          | Presence of intravitreal membrane, no RD                | 1           | 2 months           |
| #13                     | Poly(CEP)                          | Presence of intravitreal membrane, no RD                | 1           | 2 months           |
| #14                     | SF <sub>6</sub>                    | Presence of ERM with presence of focal retinal traction | 2           | 14 days            |
| #15                     | SF <sub>6</sub>                    | Presence of ERM with presence of focal retinal traction | 2           | 14 days            |
| #16                     | SF <sub>6</sub>                    | Presence of ERM with presence of focal retinal traction | 2           | 2 months           |
| #17                     | SF <sub>6</sub>                    | Presence of ERM with presence of focal retinal traction | 2           | 2 months           |
| #18                     | SF <sub>6</sub>                    | Total RD and contracted retina                          | 5           | 2 months           |
| #19                     | Poly(CEP)<br>Without PVR induction | Clear fundus view, normal retinal structure             | 0           | 1 month            |
| #20                     | Poly(CEP)<br>Without PVR induction | Clear fundus view, normal retinal structure             | 0           | 1 month            |
| #21                     | Poly(CEP)<br>Without PVR induction | Clear fundus view, normal retinal structure             | 0           | 1 month            |
| #4<br>Contralateral eye | Poly(CEP)<br>Without PVR induction | Clear fundus view, normal retinal structure             | 0           | 2 months           |
| #12 Contralateral eye   | Poly(CEP)<br>Without PVR induction | Clear fundus view, normal retinal structure             | 0           | 2 months           |
| #13 Contralateral eye   | Poly(CEP)<br>Without PVR induction | Clear fundus view, normal retinal structure             | 0           | 2 months           |
| #17 Contralateral eye   | Poly(CEP)<br>Without PVR induction | Clear fundus view, normal retinal structure             | 0           | 2 months           |
| #18 Contralateral eye   | Poly(CEP)<br>Without PVR induction | Clear fundus view, normal retinal structure             | 0           | 2 months           |

**Supplementary Table 3 | Correlation of log2 RNA-Seq fold change (fc) values to log2 RT-qPCR fc values.**

| Poly(CEP) + TNT versus TNT (24 h) |                    |                    | Poly(CEP) versus Media only (24 h) |                    |                    |
|-----------------------------------|--------------------|--------------------|------------------------------------|--------------------|--------------------|
| Genes                             | log2 RNA-Seq<br>fc | log2 RT-qPCR<br>fc | Genes                              | log2 RNA-Seq<br>fc | log2 RT-qPCR<br>fc |
| <i>Nqo1</i>                       | 3.19               | 4.09               | <i>Nqo1</i>                        | 3.12               | 3.21               |
| <i>Ptgr1</i>                      | 1.53               | 1.74               | <i>Ptgr1</i>                       | 1.47               | 0.98               |
| <i>Gstm3</i>                      | 1.07               | 0.39               | <i>Gstm3</i>                       | 0.85               | 0.46               |
| <i>Abcc3</i>                      | 2.71               | 2.11               | <i>Abcc3</i>                       | 4.28               | 1.99               |
| <i>Slc7a11</i>                    | 4.12               | 4.28               | <i>Slc7a11</i>                     | 4.95               | 3.99               |
| <i>Gclm</i>                       | 2.45               | 2.75               | <i>Gclm</i>                        | 3.2                | 2.3                |
| <i>Gsr</i>                        | 1.2                | 1.48               | <i>Gsr</i>                         | 1.58               | 0.83               |
| <i>Srxn1</i>                      | 0.99               | 1.53               | <i>Srxn1</i>                       | 2.99               | 2.1                |
| <i>Txnrd1</i>                     | 2.33               | 2.63               | <i>Txnrd1</i>                      | 2.39               | 2.36               |
| <i>G6pd</i>                       | 2.24               | 2.72               | <i>G6pd</i>                        | 2.93               | 2.59               |
| <i>Me1</i>                        | 2.02               | 1.8                | <i>Me1</i>                         | 2.6                | 1.69               |
| <i>Hmox1</i>                      | 5.83               | 5.96               | <i>Hmox1</i>                       | 6.14               | 4.99               |
| <i>Ftl</i>                        | 2.33               | 2.63               | <i>Ftl</i>                         | 2.67               | 2.12               |
| <i>Mafg</i>                       | 0.3                | 0.97               | <i>Mafg</i>                        | 1.35               | 0.8                |
| <i>Maff</i>                       | 0.3                | 0.81               | <i>Maff</i>                        | 1.35               | 0.77               |
| <i>Sqstm1</i>                     | 1.37               | 2.46               | <i>Sqstm1</i>                      | 1.16               | 1.56               |

**Supplementary Table 4 | Primary and secondary antibodies list.**

| <b>Primary antibodies</b>              | <b>Supplier</b> | <b>Dilution</b> | <b>Catalogue Number</b> | <b>RRID</b> |
|----------------------------------------|-----------------|-----------------|-------------------------|-------------|
| Mouse anti- $\alpha$ -SMA              | Sigma-Aldrich   | 1:500           | A5228                   | AB_262054   |
| Mouse anti-CDH-1/ E-Cadherin           | BD Biosciences  | 1:200           | 610182                  | AB_397581   |
| Rabbit anti-COL1A1                     | Sigma-Aldrich   | 1:500           | HPA011795               | AB_1847088  |
| Mouse anti-FN1/Fibronectin             | Sigma-Aldrich   | 1:800           | F7387                   | AB_476988   |
| Rabbit anti-Ki67                       | Abcam           | 1:1000          | Ab15580                 | AB_443209   |
| Rabbit anti-OTX2                       | Abcam           | 1:100           | ab92326                 | AB_10562130 |
| Goat anti-SNAI1/hSnail                 | R&D Systems     | 1:200           | AF3639                  | AB_2191738  |
| Rabbit anti-TJP-1/ ZO-1                | Invitrogen      | 1:200           | 617300                  | AB_2533938  |
| Rabbit anti-Nrf2                       | Abcam           | 1:1000          | ab137550                | AB_2687540  |
| <b>Secondary antibodies</b>            | <b>Supplier</b> | <b>Dilution</b> | <b>Catalogue Number</b> | <b>RRID</b> |
| Alexa Fluor 488 Donkey anti-mouse IgG  | Invitrogen      | 1:1000          | A21202                  | AB_141607   |
| Alexa Fluor 488 Goat anti-rabbit IgG   | Invitrogen      | 1:1000          | A11008                  | AB_143165   |
| Alexa Fluor 488 Goat anti-mouse IgG    | Invitrogen      | 1:1000          | A11001                  | AB_2534069  |
| Alexa Fluor 488 Donkey anti-goat IgG   | Invitrogen      | 1:1000          | A11055                  | AB_2534102  |
| Alexa Fluor 568 Donkey anti-rabbit IgG | Invitrogen      | 1:1000          | A10042                  | AB_2534017  |

**Supplementary Table 5 | Primer list.**

| Gene           | Forward Primer Sequence (5'-3') | Reverse Primer Sequence (5'-3') |
|----------------|---------------------------------|---------------------------------|
| <i>Abcc3</i>   | CTCCCGATTCCCAACTGAGT            | ATCAGAGGGAGGACAGAGGT            |
| <i>Cdh1</i>    | ATTTTTCCTCGACACCCGAT            | TCCCAGGCGTAGACCAAGA             |
| <i>Cdh2</i>    | AGAGGCTGTCCTTCATGCAC            | AGGCGCTGGGGAAAGTATTC            |
| <i>Coll1a1</i> | CCCCTGGAAAGAATGGAGATG           | TCCAAACCACTGAAACCTCTG           |
| <i>Fn1</i>     | GATGCAGACACAGAGCCAAA            | CAGTCCTCAGTGGCAGATCA            |
| <i>Foxs1</i>   | AGTGGCATCTACCGCTACATC           | CACCTTGACAAAGCACTCGT            |
| <i>Ftl</i>     | CAGATCCGGGGACTCTCTTC            | GGTTGGTTGGCAAGAAGGAG            |
| <i>G6pd</i>    | GCATGTTCTTCAACCCCGAG            | TCAGGGAGCTTCACGTTCTT            |
| <i>Gapdh</i>   | AGCAAGAGCACAAGAGGAAGAG          | GAGCACAGGGTACTTTATTGATGG        |
| <i>Gclm</i>    | TTCCCATACCACAGCCAAGC            | AGAAAGACAGTGTTAAAGGAGCA         |
| <i>Gsr</i>     | TGAGTCCTGATCATGCTGCT            | GGTCCCAGCCTCCTCAAAT             |
| <i>Gstm3</i>   | GGACCAGAAGCCAAGGATCT            | GGCCTGAACACCTAATCCCT            |
| <i>Hmox1</i>   | CCATGAACTTTGTCCGGTGG            | TGGATGTGCTTTTCGTTGGG            |
| <i>Maff</i>    | GACCCCTGCCTTTGATTGTC            | CATACGCCACTTTTCCCAGG            |
| <i>Mafg</i>    | TGGGTCCAAGCAGAGTTGAT            | TTCTCCCACACACACAACCT            |
| <i>Me1</i>     | TCCCACCTGAAATCACCTTTT           | GCCACAGTCCACAAAATCCC            |
| <i>Nqo1</i>    | AGACAGCCTCTTACTTGCCA            | AAAACCACCAAGTGCCAGTCA           |
| <i>Otx2</i>    | AGTTCCGAGAGGCATAGAAGG           | TAAGCAGATTGGTTTGTCCAT           |
| <i>Ptgr1</i>   | ATAACAGAACCGGCCCACTT            | TCAGCAAGTCCTTCAGAGCT            |
| <i>Rpe65</i>   | CCTGATTCATACCCATCAGAACCC        | CACCACACTCAGAACTACACCATC        |
| <i>Slc7a11</i> | CCAGAATTTCAGGGGCATCG            | TGCTTGAGTTGAGGACCACT            |
| <i>Snai1</i>   | ACAAGCACCAAGAGTCCG              | ATGGCAGTGAGAAGGATGTG            |
| <i>Snai2</i>   | ACTGCTCCAAAACCTTCTCC            | TGTCATTTGGCTTCGGAGTG            |
| <i>Srxn1</i>   | CATGCATTCTCTTTCCCCGG            | GCACTGAAGACACTCTCCCT            |
| <i>Tjp1</i>    | GCAGCAATAAAGCAGCGTTTC           | TTAGGGCACAGCATTGTATCAC          |
| <i>Txnrd1</i>  | GCCTCACGTCCTCATCTCAT            | TGGTCAACTGCCTCAATTGC            |

# Supplementary material for: A bio-functional polymer that prevents retinal scarring through modulation of NRF2 signalling pathway
**Source:** Nat Commun. 2022 May 19;13:2796. doi: 10.1038/s41467-022-30474-6
**Supplement:** Supplementary file 3 — Description of additional Supplementary File

## **Description of Additional Supplementary Files**

File Name: Supplementary Movie 1.

Description: Surgical induction of PVR in a rabbit model by localised retinal detachment, a retinotomy, and co-injection of ARPE-19 cells and blood, followed by treatment with poly(CEP).

File Name: Supplementary Movie 2.

Description: Time-lapse of ES-RPE cells treated with TNF- $\alpha$  and TGF- $\beta$  (TNT) showing the four stages of RPE transformation over 72 h, ending with contracting membranes.

File Name: Supplementary Movie 3.

Description: Time-lapse of ES-RPE cells treated with 1 wt% poly(CEP) + TNT showing the suppressive effect on RPE transformation over 72 h, and complete prevention of contracting membranes.

File Name: Supplementary Data 1.

Description: Complete DE gene list of TNT versus Poly(CEP) + TNT and Media only versus Poly(CEP) at 8 and 24 h.

File Name: Supplementary Data 2.

Description: GSEA of Media only versus TNT at 8 and 24 h.

File Name: Supplementary Data 3.

Description: GSEA of TNT versus Poly(CEP) + TNT and Media only versus Poly(CEP) at 8 and 24 h.

How the deposited data were processed for this re-analysis (not part of the article)

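RNA from retina and RPE-choroid of rabbit eyes was sequenced in 3 groups of 3 samples per tissue (non-operated eyes, and poly(CEP)-filled eyes at 1 and 2 months), 18 samples in all. The sample labels name the second tissue as retinal pigment epithelium and the paper as RPE-choroid. The authors trimmed the reads, aligned them to OryCun2.0 with HISAT2, counted them per Ensembl gene with HTSeq, and deposited the raw counts of 29587 genes without normalisation. The 5 summary rows of HTSeq were left out of each test and used for the number of reads and the share aligned to several places.

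Each tissue's 9 samples were fitted in one model with edgeR 4.0.16 in R 4.3.3 (TMM normalisation, filterByExpr with a minimum count of 10 and a minimum total of 15, robust quasi-likelihood test, two-sided, Benjamini-Hochberg adjusted p-value under 0.05). Standard errors are those for which the log2 fold change divided by its standard error is the signed root of the test's F statistic. CPM values of single genes use TMM over all 18 samples. The difference between tissues was tested as an interaction in one model of all 18 samples. The counts on genes were between 22335005 and 33505730 per sample, so the spread between replicates, and not counting error, sets the precision of most values. On simulated counts with the spread of each tissue, the edgeR test recovered 48.0% of genes changed by 1 log2 unit and 81.6% of those changed by 2 in retina (15655 genes tested), and 2.04% and 49.0% in RPE-choroid (16054 genes tested). It made 15 false calls among 142 in retina and 1 among 51 in RPE-choroid. DESeq2, run on all simulated genes (15878 in retina and 16322 in RPE-choroid), recovered more of those changed by 1 and 2 log2 units, 63% and 85% in retina and 24% and 72% in RPE-choroid. It made 46 false calls among 194 in retina and 61 among 157 in RPE-choroid. The counts were drawn in a single run per tissue, each gene separately, from the spread that edgeR estimated. They lack differences shared by many genes, such as those between the RPE-choroid replicates, and may favour edgeR. The shares of false calls may therefore differ in the real counts.

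The alternatives set before the data were examined were DESeq2 1.42.0, the replicate block, RLE and upper-quartile normalisation, no filter on low counts, at least 10 counts in every sample, only the 2 groups compared, all 18 samples in one fit, and each replicate left out in turn. The replicate numbers come from the sample labels. The paper's text does not name the animals of the non-operated eyes, so whether same-numbered 1-month and non-operated samples share an animal is not known here. The paper's Supplementary Table 2 lists the 2-month eyes without PVR induction as fellow eyes of eyes operated for the PVR model. It does not state which eyes were sequenced. If the sequenced 2-month eyes are among those listed, 2-month and non-operated samples are from different animals. Whether retina and RPE-choroid samples with the same number come from the same eye is not stated in the labels. Added after the data were seen were the share of reads aligned to several places, a retina-high gene score (RPE-choroid) and an RPE-choroid-high gene score (retina) as covariates. The retina-high score is the mean log2 CPM of the 200 genes with the largest excess in retina over RPE-choroid. It was first computed without a minimum expression. After its results were seen, with many of its genes at low counts, a minimum mean log2 CPM of 5 in the tissue where a gene is high was added. This changed both gene lists, and the tests of the scores, their group means and the fits with them as covariates are given under both definitions. For the RPE-choroid-high genes in retina, the lists without the minimum were used last. The relabellings that test the tissue difference were first drawn at random, 100 per time point. After their results were seen, the comparison with the 32 relabellings that part all same-numbered samples was added, because the real grouping parts them too, and both are given. A further comparison, with the 10 splits that relabel the same numbers in both tissues, was added last, after it was seen that relabellings made separately in each tissue can keep the real grouping of one of them.

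The table of gene names used here, of the assembly mOryCun1.1 with 38822 rows, matched 0 of the Ensembl identifiers, and the files do not pair identifiers with names. For this reason the planned tests of 47 NRF2 target genes in 8 lists, of gene sets, and of marker genes were not run, and checks of GC content and gene length are void because no gene had a value. The genes to be named were to be chosen by symbol, a rule set before the data were examined, which then could not be applied. The 2 identifiers that rose are the 2 genes past the threshold in RPE-choroid at 1 month. The 2 that fell have the largest decrease in retina at both time points among genes with a mean log2 CPM of at least 1 and no overlap between operated and non-operated samples. Both pairs were chosen after their values were seen.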

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

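The tests of normalisation, of the 10 highest genes, of covariates, of dilution in retina, of the first gene lists in retina, and of the relabellings that part same-numbered samples or relabel the same numbers in both tissues, were chosen after the results they test were seen. The tests of 100 random relabellings and of RPE-choroid-high genes in operated retina were fixed before theirs.

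The change from non-operated eyes differed between the tissues for 917 genes at 1 month and 88 at 2 months (interaction in one edgeR fit of all 18 samples, 16846 genes tested). Of the 917, 914 changed more negatively in RPE-choroid than in retina, and of the 88, 80 did. This fit treats the 18 samples as independent, while the paper's methods give both tissues as harvested from the eyes of each group. If same-numbered samples share an eye, the fit with a block, given next, is the one that respects it. With the time point and replicate number as a block (replicate block), the counts were 541 and 21, and the deviations of retina and RPE-choroid samples with the same number had mean correlations of 0.236 in non-operated eyes, 0.422 at 1 month and 0.158 at 2 months. Among 100 random relabellings of operated and non-operated samples within each tissue, 4 gave as many genes at 1 month and 7 at 2 months, the real one included. Among the 32 relabellings that part all same-numbered samples, as the real one does, 4 did at 1 month and 8 at 2 months. Those with as many genes kept the real grouping of the retina samples, apart from 1 relabelling at 2 months, and so still held the real change in retina. Of the relabellings that kept the real grouping of neither tissue, 0 of 84 random ones and 0 of 18 parting ones gave as many at 1 month, and 1 of 84 and 1 of 18 at 2 months. This division was made after the counts were seen. Of the 10 splits that relabel the same numbers in both tissues, 1, the real one, gave as many at each time point, and the others gave 0 genes. With 10 splits the share cannot fall under 0.05. Relabellings that keep neither real grouping lack the real change in retina. Low counts were therefore likely beforehand, and they do not test the grouping of the RPE-choroid samples. At 1 month, some relabellings with the real retina grouping and another RPE-choroid grouping gave 930, 1072, 1076 and 3508 genes. The others of this kind gave 105 to 501. The relabellings thus do not exclude another grouping of the RPE-choroid samples as a source at either time point. A technical explanation is retina carried over into the RPE-choroid samples in differing amounts, which lowers the share of RPE-choroid transcripts. Of the 914 genes, 816 (89.3%) were more than 2-fold higher in RPE-choroid than in retina, against 19.0% of all genes tested. With the retina-high gene score of the RPE-choroid samples as a covariate, 437 genes passed at 1 month under the first definition of the score and 637 under the second, which fall on either side of the limit of 0.67 of the 917. At 2 months the covariate raised the count, to 485 and 275. Carry-over of retina may thus account for part of the 1-month difference, and the test does not settle how much.

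In retina, 1123 genes were lower than in non-operated eyes at 1 month and 474 at 2 months, which the paper does not discuss. None of the other 9 splits of the 6 samples gave more than 3 genes in either direction at 1 month, or more than 4 at 2 months, so 1 of the 10 splits, the real one, gave as many in each case. Among the 4 splits that part all same-numbered samples, the other 3 gave 0 genes. With 10 splits the share cannot fall under 0.05. The smaller of the counts of lower genes with RLE and upper-quartile normalisation was 917 at 1 month and 395 at 2 months. The 10 highest genes held at most 8.59% of the gene counts of any retina sample. Neither the choice among these normalisations nor a few dominant genes thus explains the lower genes. In the fit of all 18 samples, which shares normalisation and spread across the tissues, the lower genes fell to 411 and 150. Each method assumes that the bulk of genes is unchanged, so a broad shift in composition is not excluded. Another explanation is a different mixture of tissue in the operated retina samples. Of the 175 RPE-choroid-high genes tested in retina, 85.7% were higher at 1 month and 84.6% at 2 months, above the 80% set before the test, with a median log2 fold change of 1.00 and 1.05. Their mean log2 CPM in retina was 0.74 ± 0.31 (SD, n = 3) at 1 month, 0.66 ± 0.49 (SD, n = 3) at 2 months and -0.29 ± 0.06 (SD, n = 3) in non-operated eyes (two-sided exact permutation p = 0.1 for each, the smallest possible). Of the 1731 genes higher at 1 month, 865 (50.0%) were more than 2-fold higher in RPE-choroid than in retina, against 15.5% of all genes tested. With the RPE-choroid-high gene score as a covariate, chosen after these values were seen, 45 genes were higher and 4 lower at 1 month, and 74 and 2 at 2 months. Under the first gene lists, without a minimum expression, 59 such genes were tested in retina, of which 91.5% and 88.1% were higher. That list's score was -2.13 ± 0.23 (SD, n = 3), -2.18 ± 0.24 (SD, n = 3) and -2.66 ± 0.09 (SD, n = 3) in the same order (two-sided exact permutation p = 0.1 for each). As a covariate it gave 70 higher and 3 lower at 1 month, and 85 and 2 at 2 months. Either score separates operated from non-operated retina, so the covariate also removes what poly(CEP) or surgery itself did. RPE-choroid carried over into operated retina may therefore contribute to the genes higher there. For those far higher in RPE-choroid, these groups cannot tell carry-over apart from a change in retina, the operation or poly(CEP). At the estimated shares of at most 1.33% and 1.75%, carry-over would raise a gene only a few-fold higher there by little. How many of the genes more than 2-fold higher there it could account for was not computed. Among genes that rose in retina, 726 at 1 month and 519 at 2 months were within 2-fold between the tissues. Another 117 and 82 were more than 2-fold higher in retina. At estimated shares of at most 1.33% and 1.75%, carry-over could hardly raise these genes, which argues against it for them. At the estimated shares, dilution by RPE-choroid is too small to account for the lower genes. The estimated share of RPE-choroid was at most 1.33% in a 1-month and 1.75% in a 2-month retina sample, which would change other genes by -0.0193 and -0.0254 log2 units. Under the first gene lists these were 0.343% and 0.256%, and -0.00495 and -0.00370. The lower genes had a median log2 fold change of -0.742 and -0.743. The retina-high gene score changed by -0.467 and -0.463 log2 units in operated retina at 1 and 2 months. Under the first gene lists it changed by 0.057 and -0.046. Other changes of the tissue mixture were not tested for the lower genes and remain open.

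In the 2-month eyes, replicates 1 and 2 had a larger share of reads aligned to several places than the non-operated samples, whose values were 8.03% to 9.38%. It was 13.7% and 13.2% in RPE-choroid and 11.7% and 11.1% in retina, against 9.96% and 8.44% in replicate 3. The paper does not report on these reads. With this share as a covariate, 410 genes were higher and 54 lower in retina at 2 months, a fraction of 0.261 of the 1778 without it. The share is higher in the 2-month group than in the others, so the covariate also takes up part of the group's own change. Without 2-month replicate 3, 1756 of the 1778 genes passed in the same direction, against 695 and 671 without replicates 1 and 2, and 727, 1066 and 793 without each non-operated sample. Without replicate 3, the number of genes rose to 2357 higher and 1953 lower, while it fell to at most 629 higher and 71 lower without replicate 1 or 2. The 2-month count depends on this covariate, and a difference in library preparation cannot be told apart from one between eyes or between the groups. No biological explanation was tested.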

How the results depend on the processing

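Values are genes higher and then lower than in non-operated eyes unless stated, beside 1731 and 1123 (retina, 1 month), 1304 and 474 (retina, 2 months), 2 and 0 (RPE-choroid, 1 month), 0 and 0 (RPE-choroid, 2 months), 1 and 0 (retina, 2 months against 1 month), 0 and 0 (RPE-choroid, 2 months against 1 month), and 917 and 88 genes whose change differs between tissues at 1 and 2 months. The causes of the changes were not tested here.

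With DESeq2, genes lower in retina were 1762 at 1 month and 1110 at 2 months, RPE-choroid had 546 and 957 at 1 month and 246 and 104 at 2 months, 2 months against 1 month gave 36 and 31 in retina and 1988 and 1249 in RPE-choroid, and the tissue difference 1562 and 280. Over 99% of the retina genes called with edgeR were also called with DESeq2, from 99.7% to 99.9% by direction and time. Of the genes called in retina at 2 months, 73.3% were higher with edgeR and 62.1% with DESeq2.

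With the replicate block, retina had 1299 and 690 at 1 month and 919 and 267 at 2 months, RPE-choroid had 0 in each comparison, and the tissue difference was 541 and 21. Same-numbered retina samples had a mean correlation of 0.024 between 2 months and non-operated eyes, which may be different animals. Between the time points it was -0.051, and the block gave 1 and 0. With all 18 samples in one fit, genes lower in retina were 411 and 150, RPE-choroid had 526 and 947 at 1 month and 1 and 5 at 2 months, and 2 months against 1 month gave 0 higher in retina and 2231 and 1561 in RPE-choroid. That fit puts 75.9% of retina calls at 1 month and 86.2% at 2 months on the higher side, against 60.7% and 73.3%. With only the 2 groups compared, 0 genes were higher in RPE-choroid at 1 month, and 2 months against 1 month gave 3 and 1 in retina and 1963 and 990 in RPE-choroid.

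Upper-quartile normalisation gave 7 genes higher in RPE-choroid at 1 month. No low-count filter gave 5 there, 1 lower in retina between the time points, 396 and 72 in RPE-choroid between them, and a tissue difference of 55 at 2 months. At least 10 counts in every sample gave 8 higher in RPE-choroid at 1 month, 1 higher at 2 months, and 835 and 249 between the time points.

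The following were chosen after the data were seen. With the share of reads aligned to several places as a covariate, retina had 1778 lower at 1 month, 410 and 54 at 2 months (88.4% higher) and 4 and 1 between the time points, and RPE-choroid 10 and 1 at 1 month. With the RPE-choroid-high gene score, retina had 45 and 4, 74 and 2, and between the time points 4 and 2. Without a minimum expression in that score, it had 70 and 3, 85 and 2, and 2 and 1. With the retina-high gene score as first defined, RPE-choroid had 0 higher at 1 month, and the tissue difference was 437 and 485. With its minimum expression, RPE-choroid had 21 and 5 at 1 month and 2 higher at 2 months, and the 2-month tissue difference was 275. DESeq2 with the score as first defined gave 340 and 359, 691 and 289, and between the time points 289 and 83. With the minimum expression it gave 610 and 635, 629 and 349, and 819 and 364. The RPE-choroid results thus depend on the definition of the score.

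Across the 6 fits that each left out 1 replicate, retina had from 847 to 1338 higher and 258 to 888 lower at 1 month, and 602 to 2357 and 71 to 1953 at 2 months. RPE-choroid had 0 to 674 and 0 to 1480 at 1 month, and 0 to 8 and 0 to 16 at 2 months. Between the time points, retina had 0 to 34 and 0 to 38 and RPE-choroid 0 to 12 and 0 to 15. Across 12 such fits the tissue difference was 407 to 3314 genes at 1 month and 0 to 228 at 2 months. Of the 2854 retina genes at 1 month, 1085 to 1887 passed in the same direction in each of these fits, and 671 to 1756 of the 1778 at 2 months, with 0 changing sign. For the 4 identifiers named, 235 values kept their side of the threshold, 8 moved past it and 43 no longer passed, with none changing direction.

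Not run, for lack of gene names, were the alternatives for the NRF2 lists and gene sets. With 3 samples per group, the larger spread between RPE-choroid replicates went with fewer changes passing there, while the depth was not lower than in retina. The test used also mattered. In simulated RPE-choroid counts, edgeR recovered 49.0% of changes of 2 log2 units and DESeq2 72%. Of their calls there, 1 of 51 and 61 of 157 were false. These counts were drawn gene by gene from edgeR's own estimates of spread, without the differences that many genes share between the real replicates. They do not give the share of false calls in the real data.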

Differences from the paper's values

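In units of 1e6 reads, the paper reports approximately 20 per sample. The deposited counts, with the reads outside genes and the unaligned ones, have a median of 57.2 per sample (SD 5.78, n = 18) and a median of 28.9 on genes. None of the alternatives set before the data were examined changes the number of reads, so none closes the gap.

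The paper states that NRF2 pathway genes were upregulated in RPE-choroid at both time points. With edgeR, 2 genes were higher in RPE-choroid at 1 month and 0 at 2 months. Genes passed there in larger numbers with DESeq2, the paper's tool (546 higher at 1 month and 246 at 2 months), and with all 18 samples in one fit (526 higher at 1 month and 1 at 2 months). Chosen after the values were seen, DESeq2 with the retina-high gene score gave 340 and 691 higher, and 610 and 629 with a minimum expression in that score. Which of these are NRF2 pathway genes was not analysed here.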

Other observations

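The tests in this part were chosen after the results they test were seen, except the other splits of the samples and the share of retina changes by tissue preference, which were fixed before.

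The RPE-choroid replicates differed mainly along 1 axis, which held 64.3% of the variance within groups. Over 16846 genes, the weights on it had a Spearman correlation of 0.810 with the retina minus RPE-choroid difference. Genes are not independent replicates. A candidate explanation is retina carried over into the RPE-choroid samples in differing amounts. The share of retina estimated from the 200 retina-high genes was 58.6%, 71.7% and 36.4% in the 1-month samples, 16.5%, 16.5% and 0.538% at 2 months, and 26.2%, 0.941% and 65.6% in non-operated eyes. Under the first gene lists, without a minimum expression, it was 42.5%, 50.9% and 26.8%, then 8.94%, 4.83% and 0.00%, and 18.9%, 0.00% and 39.4%, so its size depends on the lists. Over the 9 samples, the RPE-choroid-high genes rose with log2(1 - share), with Pearson's r of 0.948 (exact permutation p = 0.000176, adjusted 0.000265) and Spearman's rho of 0.917 (exact permutation p = 0.00131, adjusted 0.00197), and r was 0.968 without the 2 samples farthest from the median. The slope was 1.24, where dilution alone would give 1. Under the first gene lists the slope was 2.44, r was 0.970 (exact permutation p = 2.76e-05, adjusted 8.27e-05), rho was 0.979 (exact permutation p = 7.72e-05, adjusted 0.000231), and r without the farthest samples was 0.920. Library size, the last of the 3 relations computed, had r of 0.079 with the axis (exact permutation p = 0.836, adjusted 0.836) and rho of -0.083 (exact permutation p = 0.843, adjusted 0.843), with r of -0.373 without the farthest samples. Carry-over of retina thus remains possible. Both gene lists were chosen from these same samples, so an inverse relation between them was likely beforehand. No relation to library size was seen, which 9 samples cannot exclude. No biological explanation was tested.

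Fewer genes passed in RPE-choroid than in retina. The median count on genes in retina was 0.969 of that in RPE-choroid, so smaller libraries do not explain it. The common biological coefficient of variation was 1.78 times as large in RPE-choroid, and this larger spread between replicates may lower the number of calls. In counts simulated with each tissue's own spread, fewer changed genes were recovered there (49.0% against 81.6% at 2 log2 units). That follows from the spread put in, so it is not separate evidence. It does not test whether fewer genes truly changed in RPE-choroid.

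Some other splits of the RPE-choroid samples gave as many genes as the real one at 1 month with edgeR and at both time points with DESeq2. With edgeR at 1 month, 2 of the 10 splits had at least the 2 genes of the real one, and 1 of the 4 that part all same-numbered samples. At 2 months 0 genes passed with edgeR (1117 higher and 629 lower at an unadjusted p-value under 0.05), a count that each of the 10 splits reaches whatever the data, so the splits say nothing about it. With DESeq2, 2 of 10 splits had at least the 1503 genes of 1 month and 2 of 10 at least the 350 of 2 months. The larger ones, with 1772 and 646 genes, were each 1 of the 4 splits that part all same-numbered samples, and the 6 other splits gave at most 38 and 146. Between the time points, 2 of the 10 splits of retina had at least the 1 gene of the real one, the other with 99. In RPE-choroid 0 were found (3079 and 1885 at an unadjusted p-value under 0.05), for which the splits again say nothing. With DESeq2 in retina, no other split had over 56 genes at 1 month (3990 in the real one) or over 616 at 2 months (2928).

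The genes changed in retina moved in RPE-choroid in a way that differed between the time points. At 1 month, 51.8% of retina-high, 20.9% of RPE-choroid-high and 80.8% of other genes moved the same way, a difference of 30.9 percentage points between the first and the second kind. At 2 months these were 87.9%, 89.6% and 91.7%, a difference of -1.75 points. A difference of at least 10 points was set beforehand as what carry-over of retina would give. The 1-month value is above this and the 2-month value is not. These shares also depend on how many genes of each kind rose or fell in retina, so the test says little about carry-over. At 1 month, 864 RPE-choroid-high genes had risen in retina and 41 had fallen, while 10.1% of all RPE-choroid-high genes were higher in RPE-choroid. A different amount of retina in operated and non-operated RPE-choroid samples would move retina-high genes the same way whether they rose or fell in retina. At 1 month, 90.8% of all retina-high genes were higher in RPE-choroid, and so were 98.3% of those that rose in retina and 70.7% of those that fell. At 2 months, 13.3% of all retina-high and 74.7% of all RPE-choroid-high genes were higher in RPE-choroid, which is what less retina would give. Of the retina-high genes, 0.00% of the 124 that fell in retina were higher, as less retina would also give, and 69.5% of the 82 that rose were higher, which goes against it. A different amount of retina may therefore explain much of the 1-month pattern, and at 2 months its part cannot be told apart from other explanations. Retina and RPE-choroid samples with the same number had correlated deviations (0.158 at 2 months and 0.236 in non-operated eyes), so a difference that same-numbered samples of both tissues share remains as an explanation, beside one of poly(CEP) or the operation.

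Replicates 1 and 2 of each operated group were closer to each other than to replicate 3. Their chi-square per degree of freedom was 12.0 and 15.0 in retina and 25.1 and 20.7 in RPE-choroid at 1 and 2 months, against 132 to 223 with replicate 3.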
